# *Bifidobacterium infantis* utilizes N-acetylglucosamine-containing human milk oligosaccharides as a nitrogen source

**DOI:** 10.1080/19490976.2023.2244721

**Published:** 2023-08-23

**Authors:** Shuqi Li, Xiaomeng You, Asha Rani, Ezgi Özcan, David A. Sela

**Keywords:** human milk oligosaccharides, microbiota, bifidobacteria, nitrogen metabolism, 2-oxoglutarate

## Abstract

*Bifidobacterium longum* subsp. *infantis (B. infantis)* utilizes oligosaccharides secreted in human milk as a carbohydrate source. These human milk oligosaccharides (HMOs) integrate the nitrogenous residue N-acetylglucosamine (NAG), although HMO nitrogen utilization has not been described to date. Herein, we characterize the *B. infantis* nitrogen utilization phenotype on two NAG-containing HMO species, LNT and LNnT. This was characterized through *in vitro* growth kinetics, incorporation of isotopically labeled NAG nitrogen into the proteome, as well as modulation of intracellular 2-oxoglutarate levels while utilizing HMO nitrogen. Further support is provided by comparative transcriptomics and proteomics that identified global regulatory networks deployed during HMO nitrogen utilization. The aggregate data demonstrate that *B. infantis* strains utilize HMO nitrogen with the potential to significantly impact fundamental and clinical studies, as well as enable applications.

## Introduction

Microbial colonization of the infant gastrointestinal tract plays a fundamental role in infant health, which is a critical window for gut maturation^1^ and immune system development^2^. Diet is widely recognized as an important determinant of gut microbiota colonization during infancy. Human milk is often the first food introduced to the infant and delivers oligosaccharides which transit intact to the colon as they are indigestible.^3^ These human milk oligosaccharides (HMOs) are utilized by the small fraction of gut commensals that are capable of doing so, to date mostly characterized as specific taxa within the genus *Bifidobacterium*.^4^ Accordingly, *Bifidobacterium longum* subsp. *infantis* (*B. infantis*) encodes a suite of HMO utilization genes typically arrayed in co-linear clusters, which is linked to its ability to utilize HMOs.^5–7^

Bacteria catabolize various nitrogenous molecules to ammonia which subsequently is synthesized into glutamate and glutamine, ultimately to incorporate nitrogen within the cell.^8^ A common bacterial system to accomplish this is the glutamine synthetase/glutamate synthetase (GS-GOGAT) pathway, which produces glutamate from ammonia and 2-oxoglutarate (2-OG).^8^ In some bacteria, however, an alternate ammonium assimilation pathway proceeds through glutamate dehydrogenase (GDH). The production of glutamate through GDH also requires ammonia and 2-OG as substrates.^8^ Ammonia is derived from nitrogenous molecules, and it is likely that *B. infantis* produces 2-OG from acetyl-CoA *via* citrate synthase, aconitase, and isocitrate dehydrogenase in its incomplete TCA cycle.^9^ 2-OG typically resides at the intersection of carbohydrate and nitrogen metabolism, as it provides the carbon skeleton for nitrogen assimilatory reactions in GS-GOGAT or GDH pathways.^10^

Intracellular 2-OG levels fluctuate according to nitrogen availability in *Escherichia coli* subjected to nitrogen starvation, with intracellular 2-OG levels increasing fivefold after ammonium is removed from the growth medium^11^ and decreases 20-fold when ammonium chloride is added.^12^ This inverse relationship is also exhibited by other microbes, including *Herbaspirillum seropedicae*, ^13^ *Cyanobacteria*, ^14^ and *Saccharomyces cerevisiae* ^15^. However, in *Bacillus subtilis*, there was no relationship between 2-OG and nitrogen accessibility.^16^ Due to the conservation of nitrogen assimilation pathways and the relationship between 2-OG and nitrogen in bacteria, we hypothesized that intracellular 2-OG levels in *B. infantis* are inversely related with how efficiently the cells utilize the nitrogen source. Therefore, 2-OG was investigated as a potential marker for the efficiency that *B. infantis* metabolizes nitrogen.

HMOs have been primarily studied as a prebiotic carbon source, although they incorporate nitrogen in the aminosugar residue *N*-acetyl glucosamine (NAG), and acidic HMO species incorporate *N*-acetylneuraminic acid (i.e., sialic acid).^3^ Whether these nitrogen-containing HMOs and/or their constiuents are utilized as a nitrogen source for *B. infantis* is currently unresolved. In this study, lacto-*N*-tetraose (LNT), the most abundant non-fucosylated neutral HMO species^17^, and its isomer, which vary by a single glycosidic bond, lacto-*N*-neotetraose (LNnT), was evaluated as a primary nitrogen source for *B. infantis* along with features of their metabolism at the system level.

## Results

### *B. infantis* utilizes HMO and constituent NAG as a nitrogen source

*B. infantis* UMA 272 (parent strain ATCC 15697^T^) accumulated biomass while subsisting on LNT or LNnT as the primary nitrogen source which was significantly higher relative to the negative control (Figure 1A). Also, UMA 272 biomass while subsisting on LNnT was significantly lower compared to the positive control (i.e., peptone) (Figure 1A). Therefore, UMA 272 utilizes LNT or LNnT (albeit inefficiently) as a nitrogen source (Figure 1A). Despite differences in biomass accumulation, growth rates on LNT, LNnT, and peptone remained similar (Figure S1A). This suggests an equivalent preference for LNT, LNnT, and peptone as nitrogen sources.^18^ UMA 302 (parent strain JCM 7009) exhibited a higher growth rate while subsisting on either of the HMOs relative to the negative control (Figure S1A), although UMA 302 does not display appreciable growth beyond the negative control (Figure 1A). UMA 299 (parent strain JCM 1260), in contrast, does not accumulate any biomass or alter its growth rate while subsisting on HMO nitrogen. UMA299 is not an efficient HMO carbohydrate consumer and was analyzed specifically to characterize strain diversity. UMA299 often yields phenotypes inconsistent with other *B. infantis* strains, in particular, as it pertains to HMO utilization.

**Figure 1.**
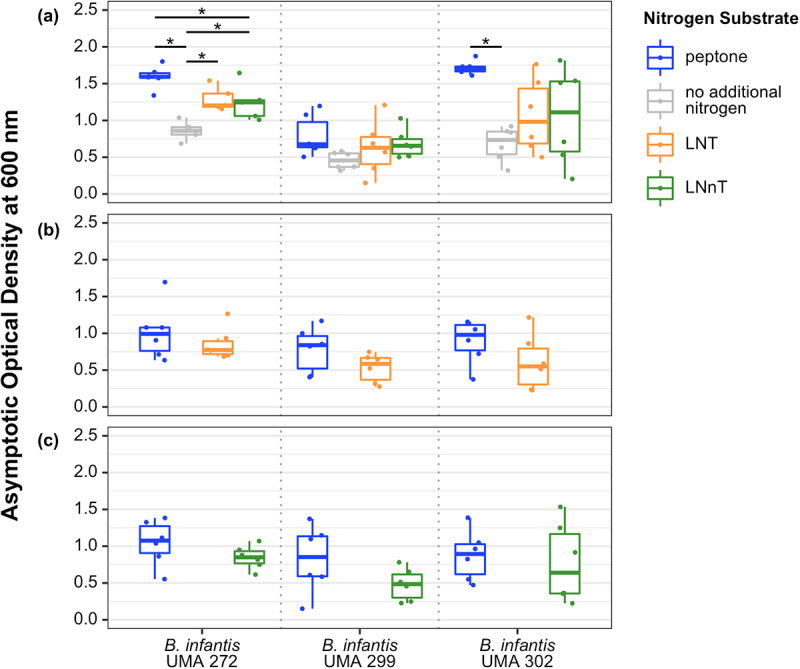
Terminal asymptotic optical density at 600_nm_ while *B. infantis* utilizes LNT or LNnT as a nitrogen source. Data were grouped into three panels according to carbohydrate conditions: (A) lactose, (B) LNT, and (C) LNnT. Adjusted *P* < 0.05 was designated significant.

UMA 272 and UMA 302 achieved similar final biomass when utilizing LNT or LNnT as both the carbohydrate and nitrogen sources. This is in comparison to the positive control that had peptone as the nitrogen source and the corresponding HMO as the carbohydrate source (Figure 1B, 1C). This may indicate that LNT or LNnT could be utilized by *B. infantis* as a nitrogen source equivalent to peptone under specific conditions (e.g., while utilizing LNT as a carbon source).

Interestingly, when LNT is metabolized as the primary nitrogen source, trace amounts of NAG were detected in the supernatant for all strains (Figure S2A). This indicates that soluble NAG is secreted during LNT utilization in contrast to LNnT. Alternatively, it is possible that LNT is more available to extracellular hydrolysis, although this is contrary to what is currently understood regarding *B. infantis* HMO metabolism which proceeds intracellularly. Regardless, there is a clear phenotypic difference attributable to structural variation between the two tetrasaccharides. LNT and LNnT diverge solely by a terminal linkage between D-galactose and NAG at the non-reducing end, β-(1–3) and β-(1–4), respectively.

NAG is the nitrogen-containing residue in LNT and LNnT, thus *B. infantis* was evaluated for its ability to utilize the nitrogen from this soluble amino sugar. Accordingly, all three strains utilize NAG as a nitrogen source (Figure S3A). The growth rate is mixed among the strains with UMA 272 exhibiting a similar rate between NAG and peptone and UMA 302 displaying a reduced rate on NAG. Interestingly, UMA 299 had an elevated growth rate on 1% NAG and a depressed rate on 2%. In addition, *B. infantis* UMA 299 and UMA 302 exhibited higher consumption rates on 2% NAG nitrogen compared to UMA 272 (Figure S2B).

### ^15^N labeled NAG nitrogen is incorporated into the *B.* *infantis* proteome

In order to demonstrate the potential that HMO nitrogen incorporated in NAG is harnessed for anabolic reactions, ^15^N labeled NAG was tracked within the *B. infantis* proteome with isotopically labeled proteins analyzed by mass spectrometry. As anticipated, biological replicates clustered together (Figure S4A, S4B). ^15^N labeled NAG nitrogen was identified in Differentially Regulated Proteins (DRPs) in comparing NAG with either the complex control or L-cysteine (Figure 2, S5, S6). This approach efficiently quantified the fraction of the *B. infantis* proteome which only utilized ^15^N labeled NAG nitrogen beyond the contribution from L-cysteine to address cysteine auxotrophy.

**Figure 2.**
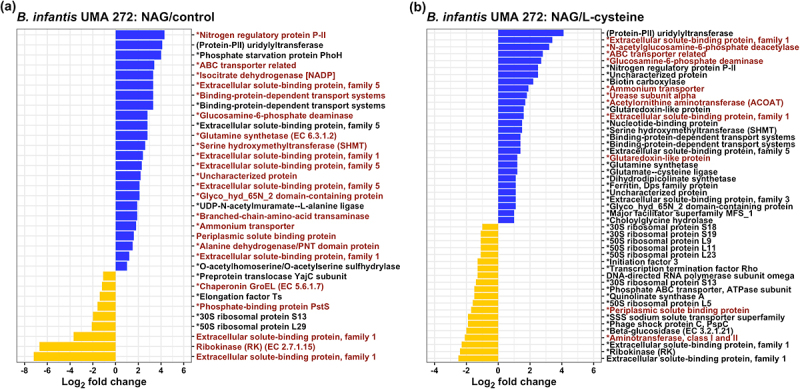
*B. infantis* differentially expressed proteins and genes while utilizing NAG as a nitrogen source. Differentially expressed genes during NAG utilization consistently within the transcriptome are colored in red. (A) differentially regulated proteins (DRPs) during NAG or complex nitrogen utilization. (B) differentially expressed proteins during NAG or L-cysteine utilization. Upregulated DRPs are colored in blue, and downregulated DRPs are colored in yellow. Asterisks indicate that the protein contain a ^15^N label. Log2 fold change (Log2fc > 1.5, *p* < 0.1 FDR corrected) values are indicated on x-axis.

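Table S2 lists 33 proteins of UMA 272 for NAG against complex nitrogen, encoded by 34 loci. The protein of Blon_2347 is listed with an FDR-corrected p above the limit in the paper's protein figure legend. Of the 34 loci, 32 were tested in the RNA counts. Blon_2343 and Blon_2346, which share 1 protein entry, had 0 counts in all 14 libraries. Reads shared between similar genes could not be examined, so these 0 counts do not show that the loci were silent. For 29 of the 32 loci, RNA and protein moved in the same direction on NAG, and 26 of these had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other choices of scaling, filter or test gave 29 to 30 loci and leaving out 1 library gave 27 to 30. Among loci with more protein on NAG, the isocitrate dehydrogenase gene icdA (Blon_1051) had an RNA log2 fold change of 1.56. RNA moved against the protein, past the threshold, at 2 loci: Blon_1584 (log2 fold change -0.53) and Blon_2229 (1.12). The loci are not independent replicates, so no test was run on these counts of directions, and the RNA values compare libraries from different count tables.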

^15^N derived from NAG was broadly distributed throughout the proteome, including core nitrogen metabolic processes. This includes glutamine/glutamate biosynthesis and urea catabolic proteins in addition to carbohydrate metabolism, cell wall biogenesis, ABC transporters, SBPs, and arginine biosynthesis. 433 proteins were identified while *B. infantis* utilized NAG or labeled NAG as a nitrogen source (Figure S5A). ^15^N was incorporated into 88% of the proteome (Figure S5A), other identified proteins (12%) included unlabeled NAG nitrogen only and thus were not included in the final incorporation analysis.

Furthermore,^15^N labeled L-cysteine was incorporated into the proteome in order to compare this with the ^15^N labeled NAG proteome (Figure S5B) as L-cysteine must be added to the growth media in limiting amounts. A minority of ^15^N labeled proteins 38.6% (n = 151) were shared among the NAG and L-cysteine proteomes with an additional 2.3% (n = 9) and 59.1% (n = 231) unique to ^15^N-labeled L-cysteine and ^15^N-labeled NAG proteomes, respectively (Figure S5B). Clearly, NAG nitrogen is catabolized as a nitrogen source and incorporated into the proteome. This is beyond the contribution that L-cysteine alone makes as a nitrogen source when it is added to address cysteine auxotrophy.

### Intracellular 2-OG concentrations increase while metabolizing LNT or LNnT as a nitrogen source

Intracellular 2-OG concentrations were quantified while *B. infantis* strains utilized lactose as a carbohydrate source with LNT or LNnT as a nitrogen source. As a result, intracellular 2-OG concentrations were significantly higher during LNT or LNnT nitrogen utilization relative to the control in *B. infantis* UMA 272, UMA 299, and UMA 302 (Figure 3A). 2-OG concentrations were similar regardless of LNT or LNnT nitrogen utilization for strains UMA 272 and UMA 299. Interestingly, UMA 302 exhibited significantly higher concentrations of 2-OG while utilizing LNnT relative to LNT (Figure 3A).

**Figure 3.**
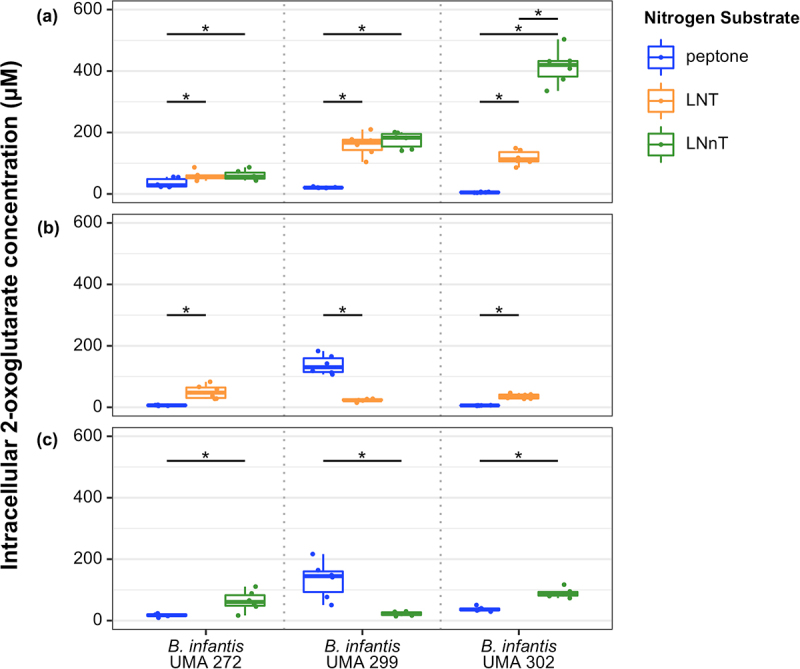
*B. infantis* intracellular 2-OG concentrations while *B. infantis* utilizes LNT, LNnT, or peptone nitrogen. Data are grouped into three panels according to carbohydrates fermented in the presence of a defined nitrogen: (A) lactose, (B) LNT, (C) LNnT. Adjusted *P* < 0.05 was designated significant.

Similarly, when LNT or LNnT served as the carbohydrate source and a nitrogen source (i.e., no lactose), UMA 272 and UMA 302 exhibited significantly higher 2-OG concentrations compared to peptone nitrogen (Figure 3B, 3C). In general, *B. infantis* intracellular 2-OG levels increased when LNT or LNnT was utilized as nitrogen source. The increased 2-OG concentrations are consistent with other bacterial systems that are enriched for this metabolism while utilizing an inefficient nitrogen substrate or while experiencing nitrogen starvation. Thus, there is evidence for an inverse relationship between 2-OG concentrations and nitrogen utilization efficiency in *B. infantis*.

### HMO carbohydrate metabolism does not impact intracellular 2-OG consistently

*B. infantis* utilizes LNT and LNnT as a carbohydrate source^19^, although it is unknown how this relates to intracellular 2-OG. Accordingly, it is known that 2-OG concentration is positively correlated with carbohydrate accessibility in *E. coli* ^10^, which contrasts with its inverse relationship with nitrogen availability. Interestingly, intracellular 2-OG levels were significantly lower while UMA 272 utilized LNT or LNnT compared to lactose (Figure S7A). In contrast, 2-OG levels significantly increased while *B. infantis* UMA 299 utilized LNT or LNnT (Figure S7A). In general, *B. infantis* UMA 299 is a poor HMO utilizer^6^, although it is unclear how this impacts flux through 2-OG pathways while utilizing HMO as a carbon or nitrogen source. UMA 302 increased 2-OG concentrations while utilizing LNnT as the carbohydrate source, although there was not any difference observed for LNT (Figure S7A). Interestingly, when LNT or LNnT was defined as the carbohydrate source and nitrogen source (i.e., no peptone and no lactose), 2-OG levels in UMA 299 and UMA 302 were significantly lower compared to cells grown on lactose (carbon) and HMO (nitrogen) (Figure S7B, Figure S7C).

### Secreted acetate to lactate ratio increases while metabolizing HMO nitrogen

*B. infantis* fermentation end-products during HMO nitrogen utilization were analyzed to characterize any deviation from typical metabolite profiles. HMO carbohydrate utilization has been previously studied, including secreted fermentation products.^19^ Contrasting with HMO carbohydrate metabolism, *B. infantis* only secreted acetate and lactate during HMO nitrogen utilization as formate and ethanol were not detected. *B. infantis* UMA 272 did not alter the acetate to lactate ratio relative to peptone nitrogen while metabolizing HMO nitrogen (Figure S2C). UMA 299 and UMA 302, however, increased the acetate to lactate ratio while utilizing LNT as a nitrogen source compared to peptone (Figure S2C). Interestingly, all strains exhibited a significant increase in the acetate to lactate ratio while NAG was utilized as a nitrogen source compared to peptone (Figure S2C). The increased ratio is likely due to additional acetate secretion through deacetylation of NAG and its residues within HMO.^20^

### The *B.* *infantis* transcriptome responds to HMO nitrogen utilization

The global transcriptomes of *B. infantis* strains were resolved while utilizing LNT, LNnT, NAG, and pooled HMO nitrogen. 

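RNA was sequenced from 14 cultures harvested at exponential phase, 2 biological replicates for each of 7 groups. B. infantis UMA 272 was grown on 2% pooled HMO, LNT, LNnT or NAG or on complex nitrogen, and UMA 299 and UMA 302 were grown on NAG, each with 2% lactose as the carbohydrate source. Ribosomal RNA was depleted with Ribo-Zero, and libraries were made with the TruSeq or the NEBNext kit. The paper's text does not say which library was made with which kit. The authors aligned the reads of all 3 strains with bowtie2 to the genome of UMA 272, counted reads per locus with HTSeq and deposited the raw counts. One count table holds the 8 libraries of UMA 272 on complex nitrogen, pooled HMO, LNT and LNnT, and the other holds the 6 NAG libraries. Both tables list 2588 loci by their Blon_ identifiers. Total counts per library ranged from 2419820 to 2746857 on complex nitrogen, from 2428928 to 2765154 on pooled HMO, from 2515246 to 2578007 on LNT and from 2835733 to 2952590 on LNnT. The NAG libraries held 4908293 to 5848270 counts in UMA 272, 2962933 to 6087754 in UMA 299 and 2974371 to 4287034 in UMA 302. Counts were normalized for library size by edgeR's TMM method and are given as CPM, the mean ± SD over libraries (n = 2). Fold changes came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a gene called changed at an adjusted p under 0.05. The 8 libraries of the first table were fitted together, and 2494 loci passed edgeR's filter on low counts. The NAG and complex nitrogen libraries of UMA 272 come from different count tables, so nitrogen source cannot be told apart from any difference in library kit or sequencing run between those tables. Their fit of 4 libraries covered 2453 loci. Complex nitrogen libraries of UMA 299 and UMA 302 and all L-cysteine libraries were not analysed here, and for these comparisons the log2 fold changes of the authors' deposited table are given beside the NAG counts.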

As expected, low sample-to-sample distances between two biological replicates for each nitrogen substrate were observed. Furthermore, the UMA 272 transcriptome while utilizing LNT nitrogen closely clustered with LNnT nitrogen metabolism (Figure S8A), which may be indicative of a similar *B. infantis* regulatory regime to harness nitrogen from these HMOs. 

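Sample-to-sample distance was taken as the Euclidean distance between libraries over log2 CPM. The 2 replicates lay 11.3 apart on LNT, 11.8 on LNnT, 14.3 on pooled HMO and 14.8 on complex nitrogen. On NAG, they lay 11.9 apart in UMA 272, 16.4 in UMA 299 and 13.3 in UMA 302. The distances between libraries grown on LNT and on LNnT, from 14.1 to 14.9, were larger than those between the replicates of either substrate but overlapped the distances between replicates of the other groups. Every other pair of nitrogen sources in the same table was at least 51.0 apart, well beyond the spread between replicates. Among the 8 libraries of that table, which leave out NAG, the largest distance between replicates was thus 1.05 of the smallest distance between groups. With each library left out in turn, this ratio stayed between 1.01 and 1.09. Between strains on NAG, distances ranged from 114 to 152.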

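The mean distance between LNT and LNnT libraries was 14.4 ± 0.33 (SD over 4 library pairs), against 54.7 ± 1.17 from LNT to complex nitrogen, a ratio of 0.264. The choice that moved this ratio most was 1 minus the Pearson correlation in place of the Euclidean distance, which gave 0.0694. Complete and average linkage both placed the LNT and LNnT libraries in one cluster. Of 2494 loci tested, 153 differed between LNT and LNnT, 74 higher and 79 lower on LNT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This count rests on every one of the 4 libraries, since it fell to 28 without LNT replicate 1, 64 without LNT replicate 2, 88 without LNnT replicate 1 and 47 without LNnT replicate 2. DESeq2 called 117 loci. Against complex nitrogen, 1855 loci changed on LNT (943 higher, 912 lower) and 1781 on LNnT (905 higher, 876 lower). The log2 fold changes on LNT and on LNnT had a Pearson correlation of 0.974 across loci, which are not independent replicates, and 93.5% had the same sign. Because both comparisons share the complex nitrogen libraries, simulated groups with no change still correlated at 0.569 on average (highest 0.610 in 50 simulations). Of their signs, 68.4% were the same. No locus changed in the simulated groups, whereas most did on LNT and LNnT. The simulated value thus does not give the part of 0.974 owed to the shared libraries. Fold changes on pooled HMO, against the same complex nitrogen libraries, correlated with those on LNT at 0.188 and on LNnT at 0.218. The files do not pair most loci with gene names. Among loci with at least 50 CPM, Blon_1542 (log2 fold change 0.79 ± 0.16, SE) and Blon_1534 (0.73 ± 0.13, SE) had the largest increases on LNT relative to LNnT, and Blon_0035 (-0.68 ± 0.08, SE) and Blon_1419 (-0.64 ± 0.18, SE) the largest decreases. DESeq2 called neither Blon_1542 nor Blon_1419. The call for Blon_1542 was also lost without LNT replicate 1, at 0.55, or LNnT replicate 1, at 0.65, and the call for Blon_1534 without LNT replicate 2, at 0.64. Blon_1419 lost its call with any of the 4 libraries left out, at -0.59 without LNT replicate 1, -0.69 without LNT replicate 2, -0.66 without LNnT replicate 1 and -0.62 without LNnT replicate 2. From the clustering of LNT with LNnT, the paper proposes a similar regulatory regime for obtaining nitrogen from both HMOs.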

*B. infantis* UMA 272 transcriptome profile during pooled HMO nitrogen utilizationclustered with complex nitrogen (Figure S8A), which indicates that pooled HMO serves as a sufficient complex nitrogen source for *B. infantis* UMA 272. 

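Pooled HMO libraries lay 59.4 ± 0.79 (SD over 4 library pairs) from complex nitrogen, 72.1 ± 0.23 from LNT and 69.4 ± 0.13 from LNnT. Complex nitrogen was thus the nearest group to pooled HMO, with a distance 0.824 of that from pooled HMO to LNT. From complex nitrogen, LNnT was nearer, at 52.3 ± 1.38, than pooled HMO, a ratio of 1.14 between the 2 distances. Divided into 2 clusters, complete and average linkage on Euclidean distances placed complex nitrogen with LNT and LNnT. On 1 minus the Pearson correlation, average linkage did the same, and complete linkage placed complex nitrogen with pooled HMO. Euclidean distances between the rows of the distance matrix, from log2 CPM or the regularised log and chosen after the clustering had been seen, also placed it with pooled HMO by both linkages. Pooled HMO changed 1879 of 2494 loci relative to complex nitrogen, 877 higher and 1002 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, between 1739 and 1771 loci changed. Relative to pooled HMO, 2053 loci changed on LNT and 2026 on LNnT. Of loci with at least 50 CPM in the higher group, whose names the files do not give, the largest increases on pooled HMO were in Blon_2478, from 209 ± 34.9 to 2005 ± 178 CPM (log2 fold change 3.27 ± 0.10, SE), and in Blon_0480, from 31.6 ± 3.68 to 296 ± 1.88 CPM (3.22 ± 0.13, SE). The largest decreases were in Blon_0450, from 519 ± 59.8 to 8.91 ± 3.77 CPM (-5.88 ± 0.16, SE), and in Blon_0095, from 5270 ± 757 to 152 ± 18.9 CPM (-5.11 ± 0.11, SE). From the clustering in Figure S8A, the paper concludes that pooled HMO is a sufficient complex nitrogen source for UMA 272.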

Interestingly, the three *B. infantis* strains exhibited similar dendrogram topologies (Figure S8B, S8C, S8D). The transcriptome during NAG nitrogen utilization closely clustered with L-cysteine and divergent to complex nitrogen group regardless of strain (Figure S8B, S8C, S8D). This may be due to nitrogen metabolism regulation being more similar for the monomeric NAG and L-cysteine in contrast to oligosaccharides or the complex control.

### NAG catabolism is upregulated during HMO and NAG nitrogen utilization

Blon_0881 (*nagB*) and Blon_0882 (*nagA*) are essential for metabolizing NAG, and thus essential during HMO nitrogen utilization. Accordingly, Blon_0881 and Blon_0882 were significantly upregulated in the *B. infantis* UMA 272 transcriptome while LNT, LNnT, NAG, or pooled HMO was utilized as the primary nitrogen compared to the complex nitrogen control (Log2FC = 0.56–1.23, *p* < 0.001) (Figure S9, Table S1). This was verified by qRT-PCR targeting these two genes (Figure S10). In addition, Blon_0881 and Blon_0882 were significantly upregulated in UMA 272 when NAG was supplied as the primary nitrogen compared to L-cysteine (Log2FC = 1.13, *p* < 0.001) (Figure 2B, Figure S9, Table S1). 

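On LNT, nagB (Blon_0881) rose from 1710 ± 48.4 CPM on complex nitrogen to 2803 ± 236 CPM, a log2 fold change of 0.71 ± 0.08 (SE). On LNnT it reached 2539 ± 72.6 CPM, with a log2 fold change of 0.57 ± 0.08 (SE). On pooled HMO it stood at 1576 ± 58.4 CPM, and its log2 fold change of -0.12 ± 0.08 (SE) was not past the threshold (adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For LNT and LNnT, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p = 1.92e-08 and 6.78e-07. On NAG, normalized over the 4 libraries of that comparison, nagB measured 2043 ± 124 CPM against 1365 ± 25.1 CPM on complex nitrogen (log2 fold change 0.58 ± 0.11, SE). Adjusted p was 3.93e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the limit that these libraries come from different count tables. The authors' deposited table gives 1.23 for nagB in its NAG comparison. Under another scaling, filter or test or with any library left out, nagB stayed past the threshold on LNT, LNnT and NAG and not on pooled HMO. The paper reasons that nagB is among the genes essential for metabolizing NAG and hence during HMO nitrogen utilization.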

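In UMA 302 on NAG, nagB (Blon_0881) was counted at 878 ± 9.50 CPM (SD, n = 2), normalized over the 6 NAG libraries. Its log2 fold change in the authors' deposited table is 1.04 for NAG against complex nitrogen in this strain and 0.07 for NAG against L-cysteine. In UMA 299, nagB was counted at 2665 ± 189 CPM, and in UMA 272, on the same scale, at 1767 ± 96.6 CPM. Reads of UMA 299 and UMA 302 were aligned to the UMA 272 genome, so counts of a gene are not strictly comparable between strains.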

*B. infantis* UMA 302 exhibited similar upregulation for Blon_0881 and Blon_0882 during NAG nitrogen utilization (Log2FC = 0.8–1.9, *p < 0.001*) (Figure S9, Table S1). The proteins encoded by Blon_0881 and Blon_0882 exhibited similar upregulation in the proteome (Figure 2, Table S2, S3). In summary, NAG catabolic genes and proteins are upregulated while *B. infantis* utilizes LNT, LNnT, NAG, and pooled HMO nitrogen.

### Nitrogen assimilation pathways are upregulated while utilizing NAG nitrogen

Gene and protein expression in pathways related to nitrogen metabolism were targeted, including the GS-GOGAT pathway, GDH pathway, and the PII nitrogen regulatory signaling (Figure 2, S9). In the GS-GOGAT pathway, glutamine synthetase (GS, Blon_1893 and Blon_0830) and glutamate synthetase (GOGAT, Blon_1481, and Blon_1482) facilitate the incorporation of nitrogen into glutamine and glutamate, respectively.^10^ Blon_1893 was significantly upregulated in UMA 302 (Log2FC = 5.04, *p < 0.001*) by NAG nitrogen utilization compared to the complex nitrogen control and to L-cysteine (Log2FC = 3.55, *p < 0.001*) (Figure S9, Table S1). 

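For the glutamine synthetase glnA1 (Blon_1893), the NAG libraries of UMA 302 held 11812 ± 374 CPM and those of UMA 299 held 8110 ± 211 CPM (SD, n = 2). The second glutamine synthetase gene, glnA2 (Blon_0830), was counted at 2686 ± 55.1 CPM in UMA 299 and 1145 ± 4.72 CPM in UMA 302. Against complex nitrogen, the authors' deposited table gives log2 fold changes of 2.90 for glnA1 and 3.82 for glnA2 in UMA 299, and of 5.04 and 1.12 in UMA 302. Against L-cysteine, it gives 0.44 and 1.64 in UMA 299, and 3.55 and 1.61 in UMA 302.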

Blon_1893 and Blon_0830 were significantly upregulated in *B. infantis* UMA 299 by NAG nitrogen compared to the complex nitrogen control (Log2FC = 2.90–3.82, *p < 0.001*). Blon_1481 and Blon_1482 were significantly upregulated in *B. infantis* UMA 302 under NAG nitrogen compared to the complex nitrogen control (Log2FC > 2, *p < 0.001*) and L-cysteine (Log2FC > 2, *p < 0.001*) (Figure S9, Table S1). 

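UMA 302 on NAG had 1265 ± 82.3 CPM for gltD (Blon_1481) and 2737 ± 134 CPM for gltB (Blon_1482), the genes of the glutamate synthase subunits (SD, n = 2). In the authors' deposited table, the log2 fold changes of gltD and gltB in this strain are 2.37 and 2.29 against complex nitrogen, and 2.46 and 2.43 against L-cysteine. In UMA 299 the NAG counts were 1707 ± 256 CPM for gltD and 3208 ± 128 CPM for gltB, with authors' deposited log2 fold changes of 1.81 and 1.72 against complex nitrogen.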

The proteomics were consistent with this observation as glutamine synthetase (Blon_1893) was significantly upregulated by NAG compared to the complex nitrogen control in UMA 272 (Log2FC = 2.8, *p* < 0.05) (Figure 2A, Table S2) and compared to L-cysteine (Log2FC = 1.2, *p* < 0.05) (Figure 2B, Table S3). The other glutamate synthetase subunit (Blon_1481) was upregulated by NAG as compared to control but not significantly (log2FC = 2.5, *p* > 0.1) (data not shown). In general, the *B. infantis* GS-GOGAT system was upregulated while NAG was utilized as a nitrogen source.

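In UMA 272, glnA1 rose from 1133 ± 75.6 CPM on complex nitrogen to 2794 ± 210 CPM on NAG, a log2 fold change of 1.30 ± 0.11 (SE). gltD rose from 252 ± 3.66 to 581 ± 1.89 CPM, by 1.21 ± 0.10 (SE) on the log2 scale, and gltB from 695 ± 65.9 to 1124 ± 0.764 CPM, by 0.69 ± 0.11 (SE). Adjusted p was 2.52e-15 for glnA1, 5.09e-15 for gltD and 8.59e-08 for gltB (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). glnA2 changed least, from 415 ± 22.4 to 497 ± 21.6 CPM (log2 fold change 0.26 ± 0.10, SE; adjusted p = 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The glnA2 call was lost without NAG replicate 2, at 0.20, or without complex nitrogen replicate 1, at 0.21. The authors' deposited table gives 1.58 for glnA1, 1.08 for gltD, 0.91 for gltB and 0.63 for glnA2. For NAG against L-cysteine in UMA 272, the same table gives -0.45 for glnA1, -0.38 for glnA2, 0.004 for gltD and -0.001 for gltB. None of these is past the threshold there.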

In the GDH pathway, glutamate dehydrogenase (Blon_0011) incorporates ammonium into 2-OG to generate glutamate. Blon_0011 was significantly upregulated by NAG nitrogen compared to the complex nitrogen control in UMA 302 (Log2FC = 2.43, *p < 0.001*); however, it is significantly downregulated in UMA 299 (Log2FC = −2.25, *p < 0.001*) (Figure S9, Table S1) which may be a feature of this strain’s nitrogen utilization strategy favoring GS-GOGAT under these conditions. In addition, the protein glutamate dehydrogenase was not found to be significantly different under NAG nitrogen compared to control in proteomics profiles.

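NAG libraries held 2552 ± 3.09 CPM for gdhA (Blon_0011) in UMA 302 and 1641 ± 205 CPM in UMA 299 (SD, n = 2). The authors' deposited log2 fold changes against complex nitrogen are 2.43 in UMA 302 and -2.25 in UMA 299, and against L-cysteine -0.13 and -1.38. In UMA 272, gdhA rose from 3407 ± 7.07 CPM on complex nitrogen to 4825 ± 55.1 CPM on NAG (log2 fold change 0.50 ± 0.11, SE; adjusted p = 8.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the authors' deposited value is 0.90. On pooled HMO, gdhA fell from 4266 ± 33.3 to 2371 ± 151 CPM (log2 fold change -0.85 ± 0.07, SE; adjusted p = 2.89e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On LNT and LNnT it changed by -0.03 ± 0.07 and 0.09 ± 0.07 (SE), neither past the threshold.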

The PII nitrogen regulatory system involves an ammonium transporter (Blon_0223), PII protein (Blon_0224), and a uridylyltransferase (Blon_0225).^21^ Blon_0223 was significantly upregulated in *B. infantis* UMA 272 during NAG nitrogen and pooled HMO nitrogen utilization relative to complex nitrogen control (Log2FC > 2, *p < 0.01*) in UMA 299 and in UMA 302 compared to complex nitrogen control and L-cysteine (Log2FC > 2, *p < 0.001*) (Figure S9, Table S1). 

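The ammonium transporter gene amtP (Blon_0223) rose from 347 ± 6.65 CPM on complex nitrogen to 1537 ± 295 CPM on pooled HMO in UMA 272. Its log2 fold change was 2.15 ± 0.10 (SE; adjusted p = 4.61e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On LNT and LNnT the gene reached 496 ± 1.86 and 504 ± 14.0 CPM, log2 fold changes of 0.52 ± 0.10 and 0.54 ± 0.10 (SE). On NAG it measured 1760 ± 29.1 CPM against 277 ± 8.05 CPM on complex nitrogen when those 4 libraries were normalized together, a log2 fold change of 2.67 ± 0.11 (SE; adjusted p = 1.44e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value in the authors' deposited table is 2.78. In UMA 299 and UMA 302 on NAG, amtP was counted at 5542 ± 310 and 2240 ± 88.4 CPM. The authors' deposited log2 fold changes are 3.63 and 3.38 against complex nitrogen in UMA 299 and UMA 302, and 0.81 and 2.44 against L-cysteine.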

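For glnB (Blon_0224), the PII protein gene, UMA 272 held 174 ± 21.3 CPM on complex nitrogen and 518 ± 30.5 CPM on NAG. The log2 fold change was 1.57 ± 0.11 (SE; adjusted p = 2.18e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), beside 1.97 in the authors' deposited table. UMA 302 on NAG held 562 ± 14.8 CPM and UMA 299 held 1018 ± 122 CPM (SD, n = 2), with authors' deposited log2 fold changes of 3.32 and 1.40 against complex nitrogen. On the oligosaccharides glnB went both ways, with log2 fold changes of 0.34 ± 0.11 on pooled HMO, -0.85 ± 0.12 on LNT and -0.54 ± 0.12 on LNnT (SE). The call on pooled HMO was lost without complex nitrogen replicate 1, at 0.21, or without pooled HMO replicate 2, at 0.16.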

Blon_0224 was significantly upregulated in *B. infantis* UMA 272 and UMA 302 (Log2FC > 2, *p < 0.001*) during NAG nitrogen utilization compared to the control (Figure S9, Table S1). 

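The uridylyltransferase gene glnD (Blon_0225) was counted at 334 ± 40.9 CPM in UMA 302 and 449 ± 25.3 CPM in UMA 299 on NAG (SD, n = 2). The authors' deposited table gives log2 fold changes against complex nitrogen of 2.78 in UMA 302, 1.04 in UMA 299 and 0.11 in UMA 272. In UMA 272, counts were 129 ± 5.39 CPM on NAG and 101 ± 2.67 CPM on complex nitrogen, a log2 fold change of 0.36 ± 0.12 (SE; adjusted p = 0.00744 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without NAG replicate 2, the change was 0.31 and no longer past the threshold.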

Blon_0225 was significantly upregulated in UMA 302 during NAG nitrogen utilization compared to the control (Log2FC > 2, *p < 0.001*) (Figure S9, Table S1). The upregulated PII nitrogen regulatory gene levels were consistent with the proteomics results. In the proteomics profiles, an ammonium transporter (Blon_0223), PII protein (Blon_0224), and uridylyltransferase (Blon_0225) were upregulated by NAG as compared to complex nitrogen control (log2FC > 1.8, *p* < 0.1) and L-cysteine (log2FC > 1.9, *p* < 0.1) (Figure 2, Table S2, S3). In general, the PII nitrogen regulatory system of *B. infantis* was upregulated by NAG nitrogen utiilzation, according to transcriptomics and proteomics results.

### The *B.* *infantis* urease gene cluster is significantly induced by NAG nitrogen and HMO nitrogen

*B. infantis* ATCC 17930 (UMA 299) utilizes urea as a nitrogen source, due to the expression of urease gene cluster.^22,23^ The urease gene cluster (Blon_0104–Blon_0115) is conserved in *B. infantis* UMA 272 as well as other strains.^5,6^ The transcriptome and proteome were interrogated to ascertain whether the urease gene cluster is co-regulated by another nitrogen source from human milk. Accordingly, Blon_0104–Blon_0115 were significantly upregulated in all strains while utilizing LNT, LNnT, and NAG nitrogen compared to complex nitrogen control (Log2FC > 2, *p* < 0.1) or L-cysteine (Log2FC > 2, *p* < 0.1) (Figure S9, Table S4). 

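The 12 genes Blon_0104 to Blon_0115 were counted at low levels on complex nitrogen in UMA 272, from 21 to 155 counts per gene and library. On LNT, all 12 were higher, with log2 fold changes from 2.06 to 3.66 and a median of 2.78. On LNnT, all 12 were again higher, from 1.85 to 3.42 with a median of 2.49. The largest adjusted p among them was 3.45e-10 on LNT and 9.86e-09 on LNnT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ureC (Blon_0111), the urease alpha subunit gene, rose from 42.8 ± 3.37 CPM on complex nitrogen to 318 ± 6.09 CPM on LNT and 261 ± 12.6 CPM on LNnT (log2 fold changes 2.89 ± 0.12 and 2.60 ± 0.12, SE). On NAG, in the comparison across count tables, all 12 genes were higher by 1.14 to 3.52 (median 2.42), and the largest adjusted p was 1.20e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The authors' deposited values for this comparison run from 0.70 to 4.14. Pooled HMO raised 8 of the 12 genes, by 0.84 to 2.75, while Blon_0105, Blon_0106, Blon_0107 and Blon_0108 changed by -0.27 to 0.25 and none passed the threshold (lowest adjusted p = 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without complex nitrogen replicate 1, Blon_0110 changed by 0.44 on pooled HMO and lost its call. Adjusted over the list alone, the same numbers of genes were called in all 4 comparisons, and since the paper reports the list from these libraries this is not independent evidence. Between LNT and LNnT, 1 of the 12 genes was called over all loci, Blon_0109, and 8 were called when adjusted over the list alone, all higher on LNT. The call for Blon_0109, at 0.49, was lost under DESeq2, which called 0 of the 12, and without LNT replicate 1 (0.59), LNT replicate 2 (0.39) or LNnT replicate 2 (0.31). With only the 4 libraries compared in the fit, 6 genes were called. In UMA 299 and UMA 302 on NAG, the 12 genes had median CPM of 438 and 333. The authors' deposited log2 fold changes against complex nitrogen run from 1.75 to 4.86 in UMA 299 and from 2.24 to 4.40 in UMA 302. Against L-cysteine they run from 0.08 to 1.78 in UMA 272, from 0.72 to 1.77 in UMA 299 and from 2.25 to 4.49 in UMA 302.

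**Figure D1:**
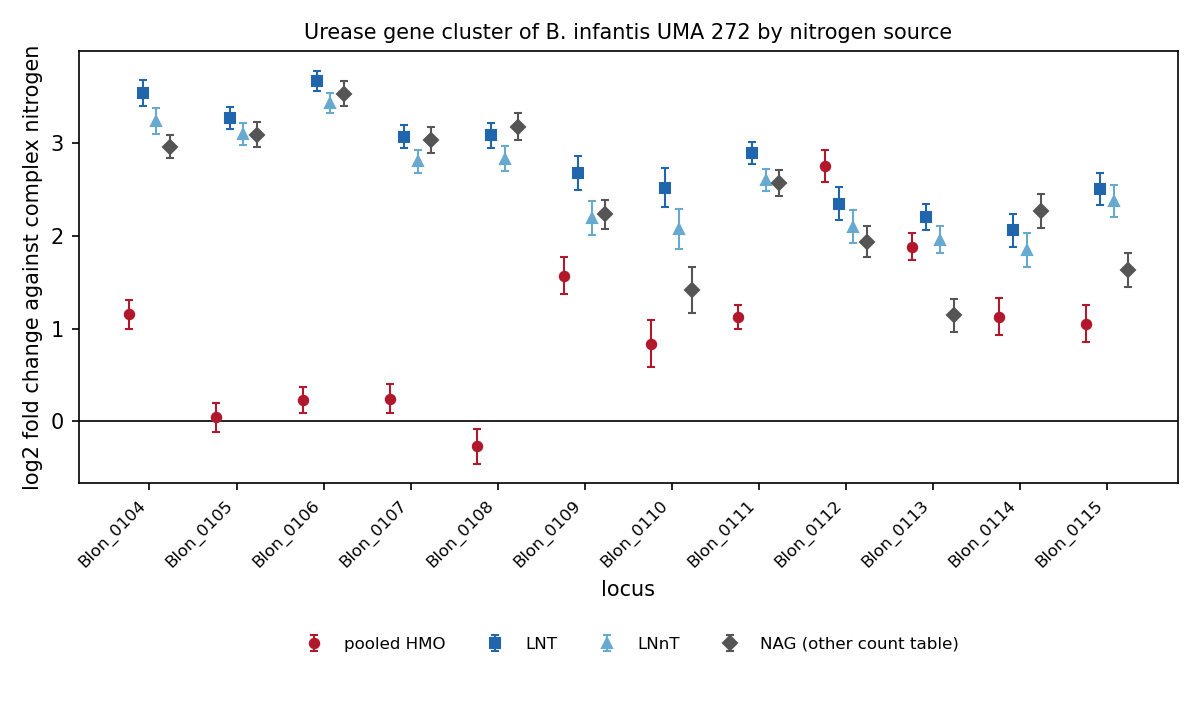
Log2 fold change of each urease cluster gene (horizontal axis, by locus) in UMA 272 on pooled HMO, LNT, LNnT or NAG against complex nitrogen (vertical axis). Points are edgeR estimates from 2 libraries per group and bars are ± 1 SE; LNT and LNnT lie at or above 1.85 for all 12 genes, and on pooled HMO Blon_0105 to Blon_0108 lie between -0.27 and 0.25.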

The urease subunit alpha (*ureC*, Blon_0111) was significantly enriched in NAG nitrogen group compared to L-cysteine (Log2FC = 1.8, *p <* 0.05) (Figure 2B, Table S3) in the proteome.

In addition, acetylornithine 5-aminotransferase (ACOAT) involved in arginine biosynthesis was also significantly upregulated by NAG utilization as compared to L-cysteine (Log2FC = 1.7, *p* < 0.05) (Figure 2B, Table S3). The upregulation of glutamine synthetase, glutamate synthetase, PII system, urease, and ACOAT indicates that *B. infantis* co-regulates overlapping nitrogen utilization systems during HMO and potentially other milk nitrogen substrate metabolism.

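In the transcriptome of UMA 272, the gene of this aminotransferase, argD (Blon_1878), rose from 51.2 ± 6.56 CPM on complex nitrogen to 128 ± 9.50 CPM on NAG (log2 fold change 1.32 ± 0.14, SE; adjusted p = 2.09e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These NAG and complex nitrogen libraries come from different count tables. The paper's protein value is for NAG against L-cysteine, where the authors' deposited RNA log2 fold change of argD in UMA 272 is 0.79. Against complex nitrogen, the log2 fold change of argD was 0.86 ± 0.13 on pooled HMO, 0.42 ± 0.13 on LNnT and 0.33 ± 0.13 on LNT (SE). The call on LNT was lost under DESeq2, at 0.32, and without complex nitrogen replicate 1 (0.19), LNT replicate 1 (0.32) or LNT replicate 2 (0.34). On LNnT it was lost without complex nitrogen replicate 1, at 0.28. Of the 12 genes of Table S1, 11 were higher and 0 lower on NAG, 7 higher and 3 lower on pooled HMO, 6 higher and 3 lower on LNT, and 5 higher and 2 lower on LNnT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These counts were the same when adjusted over the list alone, which is not independent evidence since the paper reports the list from these libraries. From the upregulation of the genes it lists, the paper concludes that overlapping nitrogen utilization systems are co-regulated.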

## Discussion

LNT and LNnT contain *N-*acetylglucosamine and thus we hypothesized that *B. infantis* harness these HMOs as a nitrogen source.^24^ Accordingly, *B. infantis* generates biomass on LNT or LNnT as a primary nitrogen source as well as incorporates NAG nitrogen into the proteome. The type strain *B. infantis* ATCC15697^T^ (UMA 272) exhibits the growth phenotype most prominently, and all strains exhibit hallmarks of utilizing HMO nitrogen including NAG nitrogen metabolism, transcriptome responses, and modulating intracellular 2-OG levels. UMA 299 was evaluated as a control as this strain does not efficiently utilize HMO, and the growth phenotype is a reflection of this, at least in part. UMA 302 was selected to investigate strain-variation among HMO utilizers, as it diverges in its utilization phenotype from the type strain. Growth phenotypes are a crude assay and the negative control (i.e., no additional nitrogen) is confounded by the L-cysteine auxotroph^25–27^ utilizing this essential amino acid as a nitrogen source as well, despite exhibiting metabolic hallmarks of HMO nitrogen utilization. The aggregate evidence demonstrates that *B. infantis* utilizes HMO as a nitrogen source with potential inter-strain variation. Figure 4 depicts a model of HMO nitrogen utilization that is supported by data presented herein.

**Figure 4.**
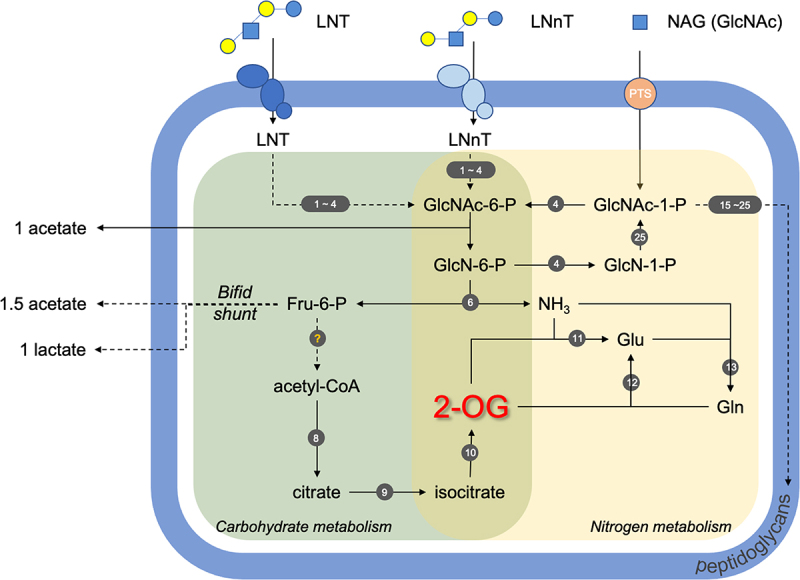
Model of *B. infantis* HMO nitrogen utilization. Nitrogen metabolism is shaded in yellow, carbohydrate metabolism in green, and peptidoglycan synthesis pathways in purple. Solid arrows are for one-step reactions and dashed arrows for multi-step reactions. The genes involved in the pathways are designated by numbers (1–25) in dark gray circles and listed in Table S5. LNT, lacto-*N*-tetraose; LNnT, lacto-*N*-neotetraose; NAG or GlcNAc, *N*-acetyl glucosamine; GlcNAc-6-P, *N*-acetyl glucosamine-6-phosphate; GlcNAc-1-P, *N*-acetyl glucosamine-1-phosphate; GlcN-6-P, glucosamine-6-phosphate; GlcN-1-P, glucosamine-1-phosphate; Fru-6-P, fructose-6-phosphate; 2-OG, 2-oxoglutarate; Glu, glutamate; Gln, glutamine; UDP-GlcNAc, uridine diphosphate-*N*-acetyl glucosamine; UDP-MurNAc, uridine diphosphate-*N*-acetyl muramic acid.

We hypothesized that *B. infantis* intracellular 2-OG concentration is inversely related to the efficiency of nitrogen utilization as observed in other microbial systems. Nitrogen efficiency is defined herein as nitrogen that is less accessible (e.g., requires more cellular resources) that will yield inefficient growth compared to more preferred nitrogen substrates. Accordingly, *B. infantis* UMA 272 increased intracellular 2-OG concentration while inefficiently utilizing LNT or LNnT as a primary nitrogen source. *B. infantis* UMA 299 and UMA 302 also increased intracellular 2-OG concentration while utilizing LNT or LNnT nitrogen. The same phenotype was not observed while utilizing these HMO tetrasaccharides as a carbohydrate source, further supporting the conclusion that *B. infantis* utilizes HMO nitrogen. Interestingly, UMA 302 exhibited significantly higher 2-OG concentration while metabolizing LNnT nitrogen relative to LNT, which is indicative of strain-specific phenotypes that are related to the single glycosidic linkage difference between LNT and LNnT^19^. It is clear that *B. infantis* intracellular 2-OG concentration is inversely related to nitrogen utilization efficiency through comparison to the complex nitrogen control. These results are consistent with *E. coli* intracellular 2-OG that fluctuates with nitrogen source or availability as 2-OG levels are higher in nitrogen-limiting conditions.^10,28^

Utilization of NAG-containing HMO as a nitrogen source is supported by the incorporation of ^15^N labeled NAG into the *B. infantis* UMA 272 proteome, often into core nitrogen regulation processes. Accordingly, NAG deacetylase and deaminase were upregulated while utilizing LNT, LNnT, NAG, and pooled HMO as a nitrogen source as characterized in the transcriptome and proteome. Furthermore, isocitrate dehydrogenase, which facilitates the synthesis of 2-OG from isocitrate, was upregulated while utilizing HMO nitrogen. This is consistent with the molecular mechanisms involved in increasing intracellular 2-OG concentrations while utilizing HMO nitrogen. 

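In UMA 272, icdA (Blon_1051), the isocitrate dehydrogenase gene, was counted at 164 ± 2.69 CPM on complex nitrogen and 209 ± 32.7 CPM on pooled HMO. The log2 fold change was 0.35 ± 0.11 (SE; adjusted p = 0.00654 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without pooled HMO replicate 2 it was 0.19 and lost its call. On LNT and LNnT, counts were 165 ± 14.6 and 142 ± 7.19 CPM, changes of 0.01 ± 0.11 and -0.20 ± 0.11 (SE) that did not pass the threshold. On NAG, icdA rose from 131 ± 0.856 to 385 ± 8.14 CPM when those libraries were normalized together (adjusted p = 4.21e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The authors' deposited log2 fold changes for NAG against complex nitrogen are 1.09 in UMA 272, 2.35 in UMA 299 and 2.91 in UMA 302.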

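On pooled HMO, the glutamine synthetase gene glnA2 (Blon_0830) rose from 520 ± 33.2 CPM on complex nitrogen to 1007 ± 49.0 CPM (log2 fold change 0.96 ± 0.08, SE), while glnA1 (Blon_1893) fell from 1419 ± 80.7 to 1017 ± 126 CPM (-0.48 ± 0.09, SE). Adjusted p was 3.73e-10 for glnA2 and 4.62e-05 for glnA1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On LNT and LNnT, glnA1 changed by -0.69 ± 0.09 and -0.80 ± 0.09, and glnA2 by 0.36 ± 0.08 and 0.18 ± 0.08 (SE). The glutamate synthase genes gltD (Blon_1481) and gltB (Blon_1482) rose on pooled HMO by 0.82 ± 0.08 and 0.83 ± 0.09 (SE), with adjusted p = 5.44e-09 and 6.21e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On LNT they changed by 0.18 ± 0.09 and 0.16 ± 0.09, and on LNnT by 0.03 ± 0.09 and 0.07 ± 0.09 (SE), none of them past the threshold. Without complex nitrogen replicate 1, gltB on LNT passed it at 0.25, and without complex nitrogen replicate 2, glnA2 on LNnT passed it at 0.23.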

*B. infantis* nitrogen assimilation was upregulated in the transcriptome including glutamine synthetase and glutamate synthetase which incorporate nitrogen into the 2-OG carbon skeleton.

Interestingly, urease genes and proteins were upregulated under HMO nitrogen conditions. This suggests that the *B. infantis* urease gene cluster is co-regulated with ammonium assimilation and/or other nitrogen metabolism genes. Previous work reported that urease genes are co-regulated with glutamate/glutamine synthetase by a master regulator in *Streptomyces coelicolor* ^29^ (GlnR) and in *Corynebacterium glutamicum* ^30^ (AmtR) nitrogen metabolism. That these two divergent species also belong to the phylum *Actinobacteria*, suggest that *B. infantis* may possess a similar master regulator.

This work represents a significant advance in the definition of the *B. infantis* HMO utilization phenotype(s) and nitrogen metabolism in general. Specifically, it is now understood that *B. infantis* strains utilize HMO nitrogen that is shunted into anabolic processes *via* intracellular 2-OG among other features in the proteome and transcriptome. This supports further research to evaluate these processes *in vivo* within the infant gut microbiome. Moreover, this enables innovation of strategies to impact infant health and nutrition early in life, as it pertains to nitrogen cycling within the microbiome. This includes the rational design of synthetic milk formulas and other applications that specifically target bifidobacterial metabolism beyond carbohydrates.

## Material and Methods

### Routine propagation of bacterial cultures

*Bifidobacterium longum subsp. infantis* UMA 272 (ATCC 15697), UMA 299 (JCM 1260), UMA 302 (JCM 7009) were routinely propagated on de Man, Rogosa, and Sharpe (MRS; BD Difco) and supplemented with L-cysteine hydrochloride (0.05%, *w/v*, Across Organics) at 37°C under anaerobic conditions (Coy Laboratory Products). The anaerobic gas condition was maintained at a composition of >5% CO_2_, >5% H_2_, and the remainder as N_2_.

### Bifidobacterial *in* *vitro* growth

Single colonies were precultured in MRS broth (0.05% *w/v* L-cysteine) overnight. This was inoculated 1% (*v/v*) to experimental media which contained a defined carbohydrate source and a defined nitrogen source. Carbohydrate sources were limited to lactose (2%), LNT (2%), and LNnT (2%), while nitrogen sources were limited to NAG (1% or 2%), LNT (2%), LNnT (2%), pooled HMO (2%), or complex nitrogen control (2%). The experimental media shared a basic composition, including 0.2% (*w/v*) potassium phosphate, 0.02% (*w/v*) magnesium sulfate, 0.005% (*w/v*) manganese sulfate, 0.1% (*v/v*) Tween 80, and 0.03% (*w/v*) L-cysteine. 0.5% (w/v) sodium acetate was added when NAG was tested as the nitrogen source with lactose as the carbon source. The complex nitrogen control contained either 2% peptone or a combination of 1% peptone, 0.5% yeast extract, and 0.5% ammonium citrate. Each experimental group was evaluated in six biological replicates (at least) with technical triplicates. NAG was evaluated in biological triplicates. Growth kinetics were determined using the Growthcurver^31^ package in R^32^. The asymptotic optical density at 600_nm_ (asym OD_600nm_) and the growth rate constant of the first growth phase were extracted from the results for comparisons.

### Quantification of the intracellular intermediate metabolite 2-OG

*B. infantis* was inoculated from MRS preculture (0.03% L-cysteine) to the modified MRS (0.03% L-cysteine supplemented) media of defined carbohydrate and nitrogen conditions, each at 2% (*w/v*). Carbohydrate conditions were lactose, LNT, or LNnT and nitrogen conditions were peptone, LNT, or LNnT. The conditions are further defined in Table S6. The bacterial cells were harvested mid-log with OD_600nm_ measured by a Nanodrop 2000 (Thermo Fisher Scientific Inc.). Cells were harvested by centrifugation at 5000 rpm for 5 min. The resultant pellets were vortexed and incubated in 300 µL of 80:20 methanol:water over dry ice (−75°C) for 15 min (with 50 µL 0.1 mM ^13^C_5_-labeled 2-OG water solution spiked in). These samples were centrifuged (5000 rpm, 5 min, 4°C), and the supernatant was collected. The extraction was repeated twice. The final extract was concentrated, redissolved in a solvent system (1 mL) matching the mobile phase condition used in the liquid chromatography, filtered (0.22 µm, Sartorius), and stored at 4°C before injection into a UPLC/Xevo-TQD QQQ-MS system (Waters). The LC-MS method was adapted from Bajad et al.^33^ and validated for the instrument. Unlabeled 2-OG (Sigma-Aldrich) and ^13^C_5_-labeled 2-OG (Cambridge Isotope Laboratories, Inc.) were used as standards. Liquid chromatography was performed on an ACQUITY UPLC BEH Amide Column (130Å, 1.7 µm, 2.1 mm ×150 mm, Waters). Flow rate: 0.15 mL/min. Inject volume: 10 µL. Column temperature: room temperature (25 ± 2°C). The LC solvents used were Phase A: 20 mM ammonium acetate +20 mM ammonium hydroxide in 95:5 water: acetonitrile, pH 9.45; Phase B: acetonitrile. The gradients were as follows: *t* = 0 min, 85% B; *t* = 5 min, 0% B; *t* = 10 min, 0% B; *t* = 10.01 min, 85% B; *t* = 20 min, 85% B. Areas under peaks were used to interpret 2-OG concentration in samples. The retention time of both molecules was at 6.6 ± 0.57 min of each run. Finally, the measured 2-OG concentration was normalized by the corresponding OD _600 nm_ at the time of harvest to yield the final 2-OG concentration.

### Characterization of bifidobacterial extracellular metabolites

The concentration of lactate, acetate, formate, ethanol, and NAG in the spent media were determined by high-performance liquid chromatography (HPLC) analysis. Samples were prepared from the supernatants of the 96-well microplate, at early stationary phase under defined nitrogen conditions in mMRS media. Nitrogen sources were either 2% LNT, 2% LNnT, 2% NAG, or 2% peptone. Lactose was used as the carbohydrate source 2% (*w/v*) for all experimental groups. The cell-free supernatants were filtered through a 0.22 µm filter (Sartorius) and stored at −20°C until analysis. Substrate residues and organic acids were quantified using a Shimadzu HPLC system equipped with a Refractive Index Detector 20A (Shimadzu Corp.). The separation was carried out on an Aminex HPX-87 H column (7.8 mm ID × 300 mm, Bio Rad Laboratories) at 30°C. The mobile phase was 5 mM H_2_SO_4_, flow rate was 0.6 ml/min, and the injection volume was 25 μL. Lactate, acetate, and NAG concentrations were calculated from standard curves (0.5, 1, 5, 10, 20, and 50 mM). Four biological replicates were performed for each experimental condition.

### Quantitative real-time PCR to measure relative gene expression

One ml samples were harvested at mid-exponential phase (OD_600nm_ ~0.4–0.6), pelleted at 12,000 × g for 2 min, and stored in 1 ml Ambion RNAlater (Life Technologies). RNA extraction and cDNA conversion were performed as previously described.^34^ Samples were centrifuged at 12,000 × g for 2 min to collect the cell pellet. The pellet was washed twice with PBS buffer to remove residual RNAlater and centrifuged at 12,000 × g for 2 min. Total RNA was extracted using Ambion RNAqeous-Mini kit (LifeTechnologies) according to the manufacturer’s instructions. Cells suspended in lysis buffer were transferred to Lysing Matrix E tubes (MP Biomedicals LLC) to disrupt cell walls through bead beating at 5.5 m/s for 30 s twice using FastPrep 24 bead beader (MP Biomedicals). Total RNA was eluted in 50 μl of EB solution and immediately subjected to DNase treatment with the Ambion Turbo DNA-free (Invitrogen) using 1 μL of DNase I for 30 min. Subsequently, total RNA was converted to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s instructions. The resultant cDNA was quantified by a Nanodrop 2000 Spectrophotometer (Thermo Fisher Scientific Inc.). The qRT-PCR was performed on a 7500 Fast Real-Time PCR System (Applied Biosystems) with PowerUP SYBR Green Master Mix (Applied Biosystems, Foster City, CA) using 200 ng of input cDNA. The reaction conditions were optimized for the specific target locus. qRT-PCR primers were designed using the Primer3 software (Table S7; http://frodo.wi.mit.edu). The gene Blon_0393, encoding a cysteinyl-tRNA synthetase was used as an endogenous control as previously.^34,35^ Growth on lactose (2% wt/v) served as a reference condition for gene expression. Results were expressed as fold change relative to the reference. These experiments were conducted on biological triplicates, and triplicate technical measurements were performed. Following DNase treatment, the absence of genomic DNA was confirmed using the total RNA as template by qRT-PCR targeting the endogenous control.

### Transcriptome analysis in response to human milk nitrogen sources

#### RNA isolation and purification

Bacteria were grown in mMRS media supplemented with pooled HMOs (2%, *w/v*), LNT (2%), LNnT (2%), NAG (2%), complex nitrogen (1% peptone, 0.5% yeast extract, 0.5% ammonium citrate), or L-cysteine (0.15%) as the nitrogen source, while 2% lactose as supplemented as the carbohydrate source. Bacteria cells were harvested at exponential phase and pelleted immediately by centrifugation at 12,000 × g for 1 min and resuspended in 1 ml of RNAlater Ambion (Thermo Fisher Scientific) and incubated at 4°C overnight and then stored at −80°C until further analysis. RNA isolation was performed using an Ambion RNAqueous^TM^ kit (Thermo Fisher Scientific) following manufacturer’s instructions. An additional step of bead-beating for cell disruption (FastPrep-24TM 5 G, MP Biomedicals Inc) was added to the RNA isolation procedure. Total RNA was immediately treated with the Turbo DNase free kit (Ambion, Thermo Fisher Scientific). Samples with an RNA integrity number (RIN) above 7 were selected for further processing, as checked by the High Sensitivity RNA analysis ScreenTape Assay (Agilent Technologies). DNA contamination was assessed by qRT-PCR using the Fast SYBR Green master mix (Applied Biosystems) with the primers: Uni334F, 5’-ACTCCTACGGGAGGCAGCAGT-3’ and Uni514R, 5’-ATTACCGCGGCTGCTGGC-3’).

#### Library construction and sequencing

Total RNA was treated with Ribo-Zero rRNA Removal kit for Bacteria (Illumina) to remove ribosomal RNA according to manufacturer’s instructions. The depleted RNA was purified with the RNAeasy MinElute Cleanup kit (Qiagen). The rRNA depletion efficiency was evaluated with the High Sensitivity RNA analysis ScreenTape Assay (Agilent Technologies). Whole transcriptome libraries were constructed using TruSeq Stranded mRNA Library Preparation Kit (Illumina) or NEBNext Ultra II Directional RNA library Prep Kit for Illumina (New England Biolabs Inc) following manufacturer’s instructions. Barcoded library quality was assessed by DNA analysis ScreenTape Assay (Agilent Technologies) and quantified by Qubit dsDNA BR Assay (Life technology). Libraries were diluted and pooled to equimolar concentration and denatured immediately prior to sequencing on an Illumina NextSeq 500 sequencing system (150 cycles, paired-end sequencing, two runs). Raw reads and processed data were publicly deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE209665 and GSE155078.

#### Quality control, alignment, and gene counting

Raw reads were uploaded to the Massachusetts Green High-Performance Computing Cluster used for all bioinformatic and statistical analyses unless specifically noted. The raw read quality was checked by FastQC^36^ (v1.0.0). For libraries prepared by NEBNext Ultra II Directional RNA library Prep Kit, the sequencing adapters were removed by Trimmomatic^37^ (v0.32). For libraries prepared by TruSeq Stranded mRNA Library Preparation Kit, the sequencing adapters were trimmed with the Illumina FASTQ generation pipeline. The quality-controlled and trimmed reads were then aligned to the *Bifidobacterium longum* subsp. *infantis* ATCC 15697^T^ genome (NCBI accession number: NC_011593.1) using bowtie2^38^ (v2.1.0). The aligned reads were sorted by SAMtools^39^ (v1.0) and counted against a specific genomic locus using HTSeq^40^ (v0.6.1) for differential expression analysis.

#### Differential gene expression analysis

Differentially expressed gene analysis was performed using the R Package DESeq2^35^ (v3.3.1). The gene count tables generated from HTSeq were used as inputs, and the inbuilt function was applied to identify and quantify the magnitude of differentially expressed genes. Whole transcriptome comparisons were analyzed by hierarchical clustering analysis. The results were visualized by DESeq2 and pheatmap^41^ (R package, v1.0.12). Log2 fold-change (Log2FC) of gene expression was calculated by inbuilt function in R Package DESeq2 and visualized using a pheatmap. Statistically significant differences were considered with Benjamini–Hochberg adjusted p-value (FDR) < 0.05.

### Proteomic analysis of bifidobacterial utilization of nitrogen

#### Proteome sample preparation

Bacterial cultures were grown in mMRS supplemented with NAG or complex nitrogen source or L-cysteine (0.03% w/v). *B. infantis* UMA 272 overnight culture was inoculated (1%) into 2.5 ml of mMRS (0.03% L-cysteine) with a defined nitrogen source. A total of three biological replicates were included for proteomic analysis from each ^15^N labeled and unlabeled nitrogen samples. Condition 1: Complex nitrogen control (2%), condition 2: ^N15^L-cysteine (0.03% w/v, HSCH_2_CH(*NH_2_)COOH, Cambridge isotope laboratories, Inc.), or unlabeled L-cysteine (0.03% *w/v*), condition 3: unlabeled L-cysteine (0.03%) + unlabeled NAG (2%), or ^N15^L-cysteine (0.03%) + unlabeled NAG (2%) or unlabeled L-cysteine (0.03%) + ^N15^NAG (2%, C8H15*NO6, Cambridge isotope laboratories, Inc.).

Cultures were harvested at mid-exponential phase and centrifuged at 12,000 × g for 3 min, washed 2× with PBS buffer and stored at −80°C until further analysis. The cell pellets from storage were suspended in 1X SDS lysis and solubilization buffer (Protifi LLC) then sonicated using Bioruptor pico (Diagenode) at high for 10–15 min (sonication cycle: 30 sec ON, 30 sec OFF). The cell lysate was clarified by centrifugation at 13,000 g for 8 min. Protein concentrations were measured using the Pierce BCA protein Assay kit (Thermo Fisher Scientific) on a Nanodrop spectrophotometer (Thermo Fisher Scientific). Samples were reduced, alkylated, and trypsin digestion, and clean-up was performed according to S-Trap micro universal MS sample prep kit (Protifi LLC). Briefly, each sample was mixed with digestion buffer containing mass spectrometry grade trypsin (Promega) at a 1:50 ratio (wt/wt) and was added to the micro-spin column. Tryptic peptides were then reconstituted and purified with ZIPTIP® C18 pipette tips (Merck Millipore).^42^

#### Mass spectrometry proteomics and data analysis

Tryptic digests were analyzed using a Thermo Easy-nLC 1000 nanoLC system coupled to a Thermo Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) at the University of Massachusetts Amherst Mass Spectrometry Center.

Mass spectrometry data was analyzed using Peaks studio software (V.10.5, Bioinformatics solutions Inc.). To identify peptides and infer proteins, a search was performed against a series of protein databases using the multi-step database strategy as implemented in Peaks Studio. In step 1, the UniProt protein database (www.uniprot.org) was searched using a *Homo sapiens* and *Mus musculus* filter along with a common contaminants database. Unmatched *de novo* tags from step 1 were queried against a database constructed from the UniProt database containing *Bifidobacterium longum* subsp. *infantis* ATCC 15697 (https://www.uniprot.org/proteomes/UP000001360, Proteome ID: UP000001360).^5^ A mass tolerance of 15 ppm was allowed for precursor ion and 0.5 Da for-fragment ions, with the peptide hitting a threshold of ≥25 (−10logP). The Peaks software package was used for qualitative analysis with the following parameters added: a peptide identification filter of 1% FDR for peptide-to-spectrum matches (PSMs) was set, and protein identification was based on at least one unique peptide per protein. For the database search, the following parameters were applied: (i) trypsin as enzyme for digestion, (ii) up to three missed cleavages per peptide, (iii) carbamidomethyl cysteine as fixed, (iv) methionine oxidation/acetylation (N-term), and ^15^N labeling on nitrogen as variable modifications. The FDR for peptide and protein identification was assessed using the target-decoy strategy by searching against the reverse database. Proteins and peptides were identified and quantified by at least two of the three replicates.

Multivariate analysis was carried out using MetaboAnalyst 4.0 (www.metaboanalyst.ca).^43^ In order to generate relative quantifications across samples abundances were normalized to the central mean based on the total sum of peptide and protein abundances and were log transformed prior to the fold change (Log_2_FC) analysis. Differentially expressed proteins (DEPs) were defined as proteins with a fold change >2.0 and with significance *p* > 0.1 (FDR corrected) and were visualized using volcano plots. Proteins were annotated with GO terms and KEGG pathways to identify biological functions using UniProt ID mapping.

### Statistical analysis for growth kinetics, qRT-PCR, and metabolites quantifications

Bacterial growth biomass, growth rate, and relative gene expression from qRT-PCR were subjected to one-way ANOVA followed by Tukey’s HSD Test. Acetate to lactate ratio data was subjected to a two-way ANOVA followed by Tukey’s HSD Test. Statistical tests were performed using base R or GraphPad Prism (version 9.0.0 for Mac OS X, GraphPad Software). Plots were generated using GraphPad Prism and R package tidyverse^44^.

## Supplementary Material

Supplemental Material Click here for additional data file.

Supplemental Material Click here for additional data file.

## Data Availability

Transcriptome reads and processed data are deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE209665 and GSE155078. Proteome data is deposited in the EMBL-EBI PRoteomics IDEntifcations Database (PRIDE) under Accession: PXD035809

# Supplementary material for: Bifidobacterium infantis utilizes N-acetylglucosamine-containing human milk oligosaccharides as a nitrogen source
**Source:** Gut Microbes. 2023 Aug 23;15(2):2244721. doi: 10.1080/19490976.2023.2244721
**Supplement:** Supplemental Material

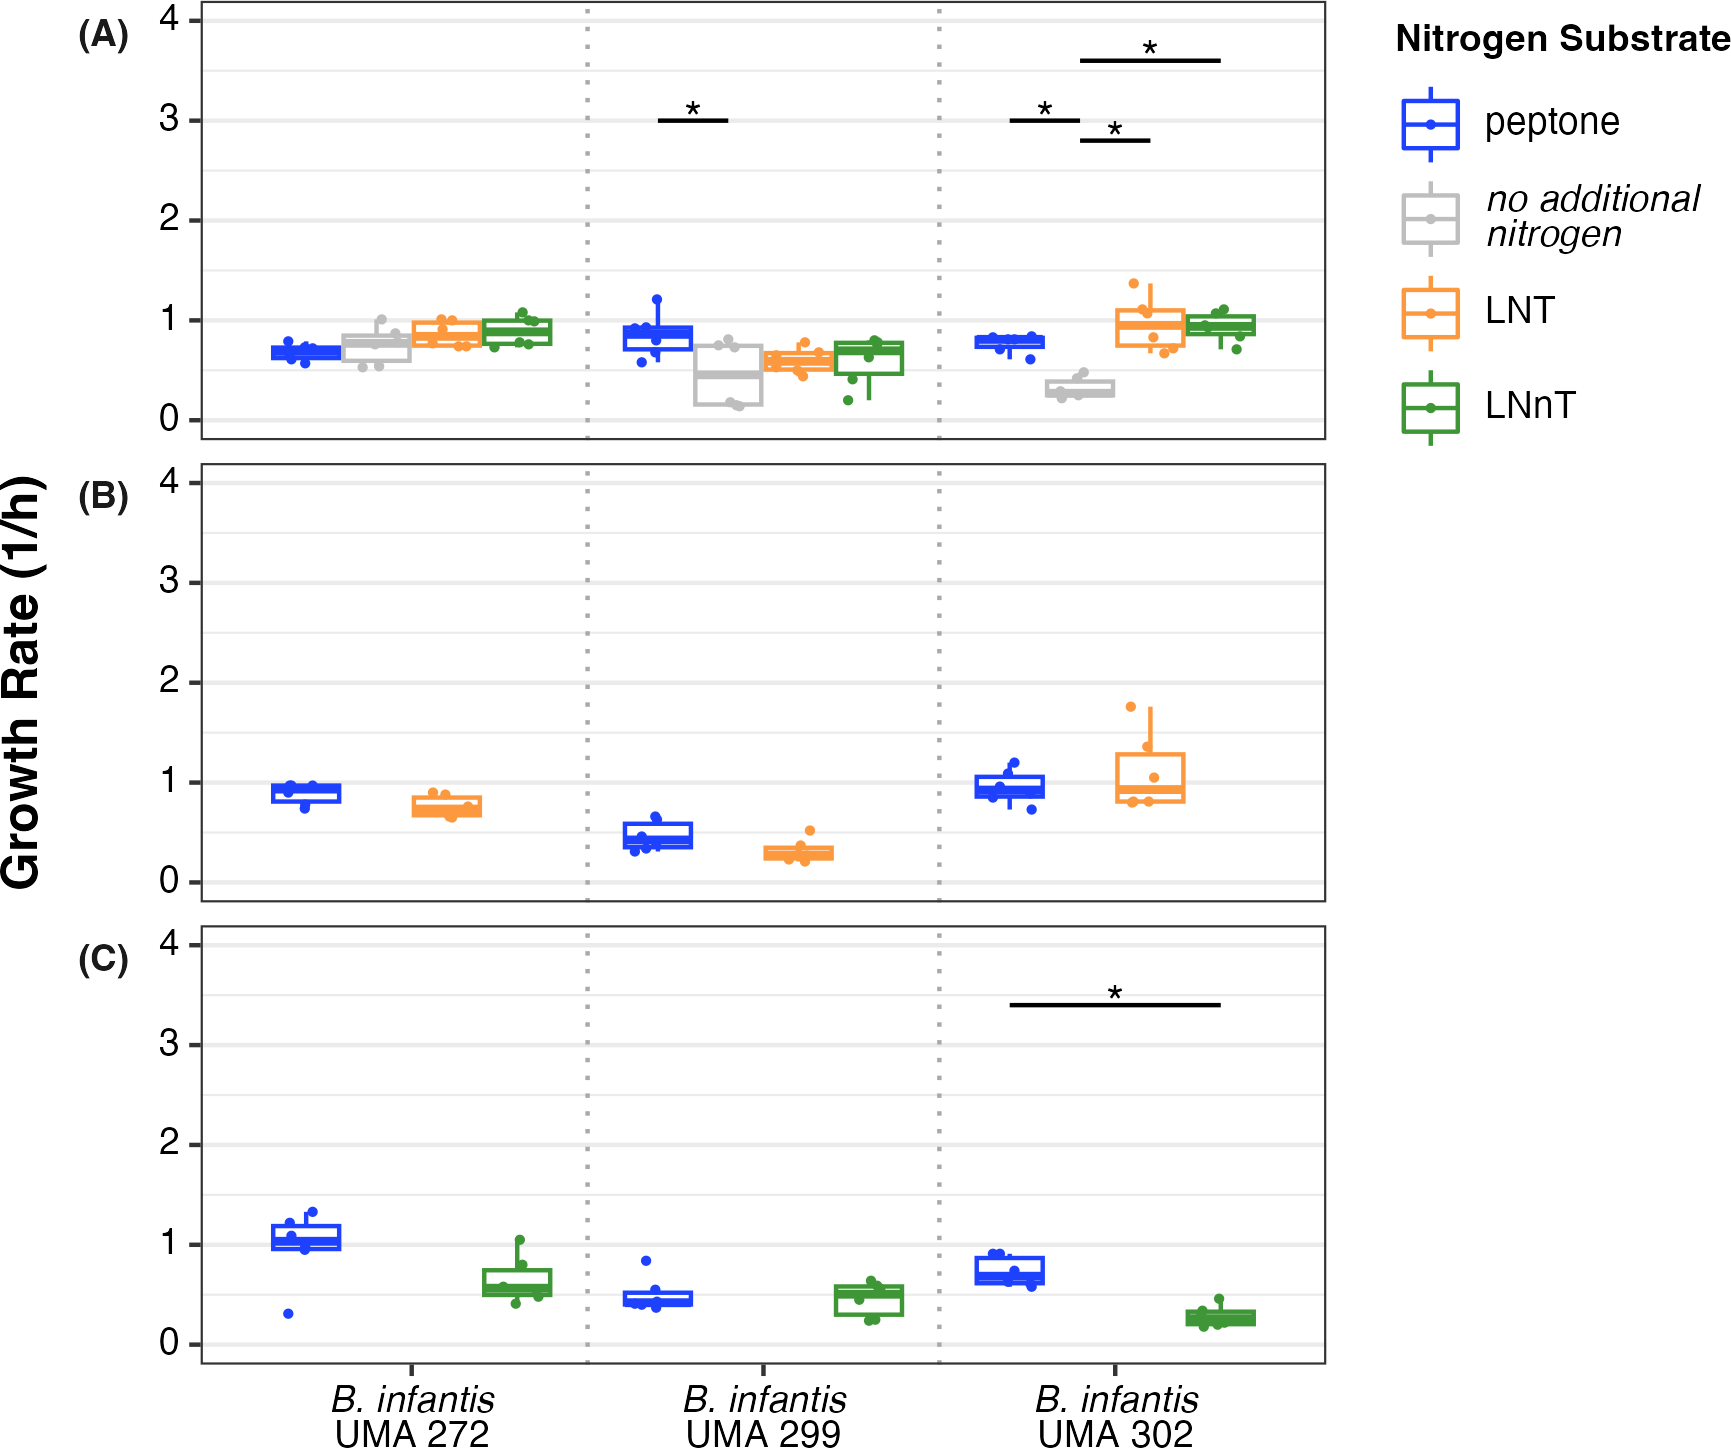

# Figure S1

*B. infantis* growth rates in LNT, LNnT, peptone, and no additional nitrogen conditions. Data were grouped into three panels according to *B. infantis* carbohydrate conditions: (A) lactose, (B) LNT, (C) LNnT. One-way ANOVA was performed among nitrogen conditions within same strain and same carbohydrate conditions. Tukey’s post- hoc test was performed for multiple comparisons between two nitrogen conditions. Adjusted P <0.05 * was regarded significant difference.

# Figure S2

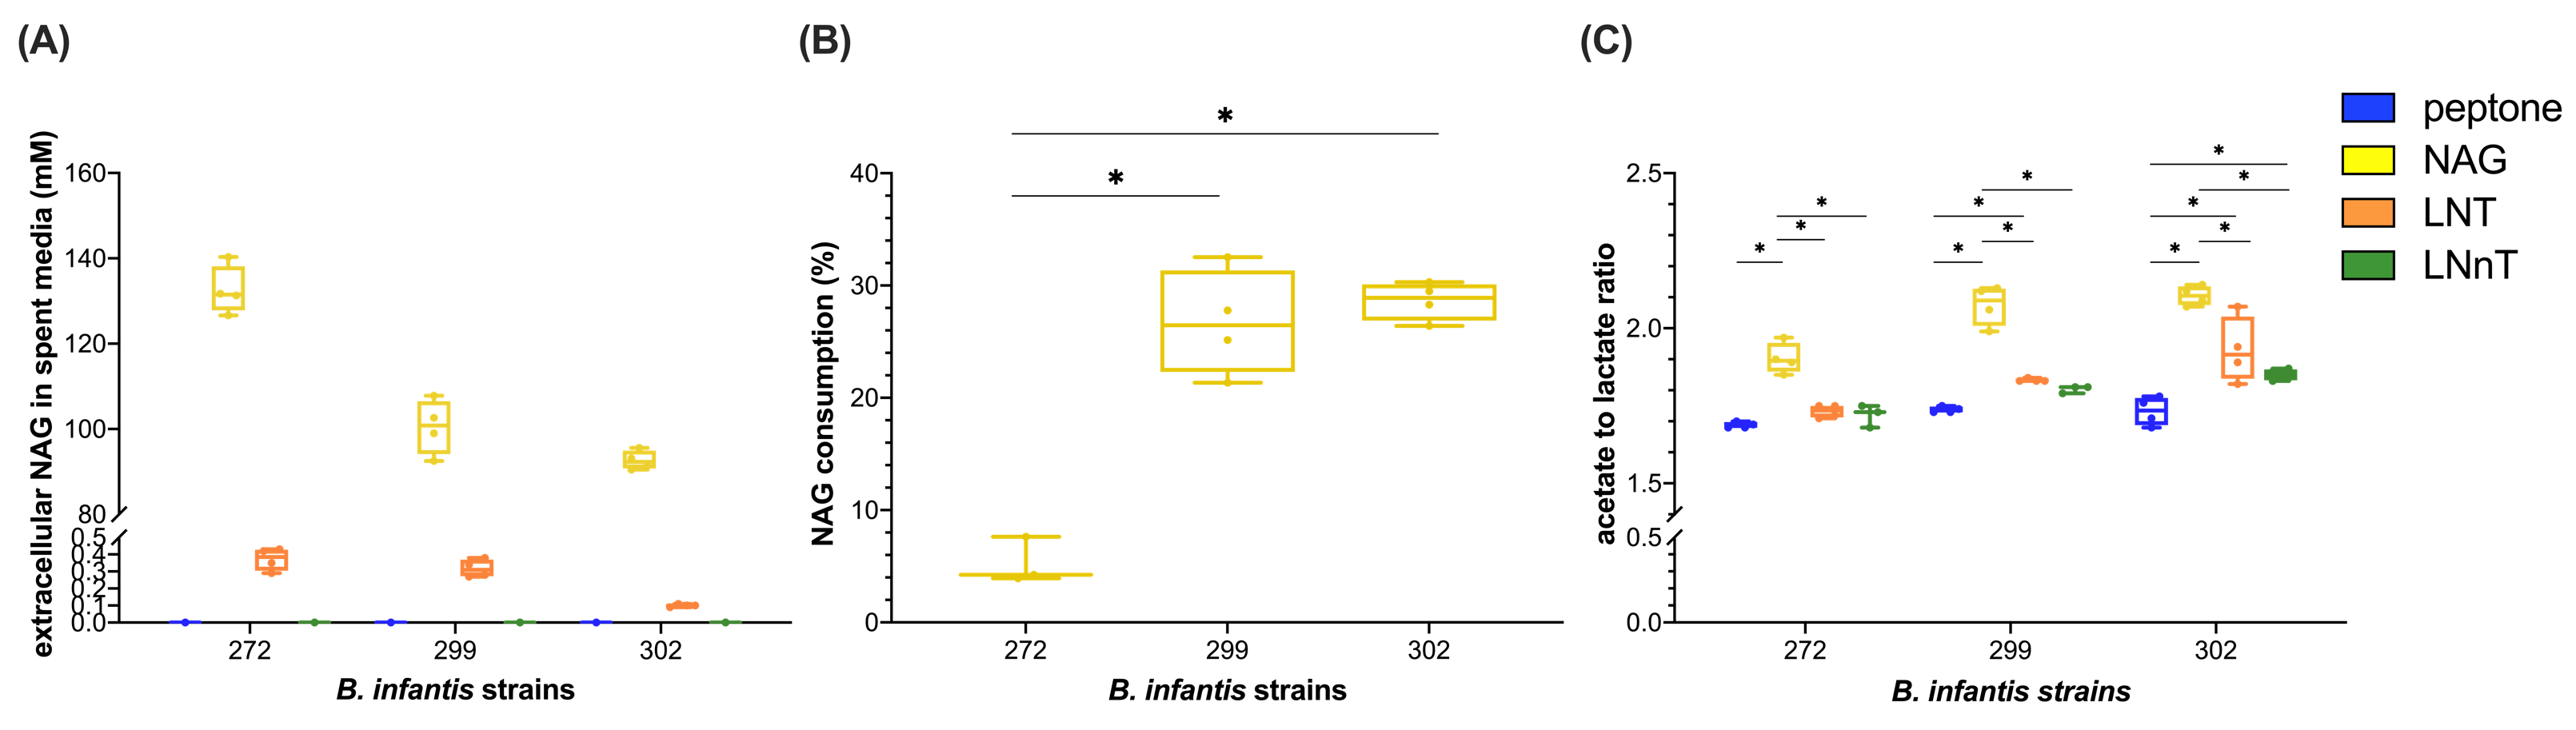
*B. infantis* extracellular metabolites in peptone, NAG, LNT and LNnT nitrogen conditions. (A) NAG consumption rate of

*B. infantis* UMA 272, UMA 299, and UMA 302 while NAG as supplied as the nitrogen source. (B) NAG

concentration in the spent media of *B. infantis* UMA 272, UMA 299, and UMA 302 (A) The acetate to lactate ratio of *B. infantis* UMA 272, UMA 299, and UMA

302. The carbohydrate condition of all the

groups was lactose. One-way ANOVA was performed among nitrogen conditions within same strain. Tukey’s post-hoc test was performed for multiple comparisons between two nitrogen conditions. Adjusted P <0.05 * was regarded significant difference.

#
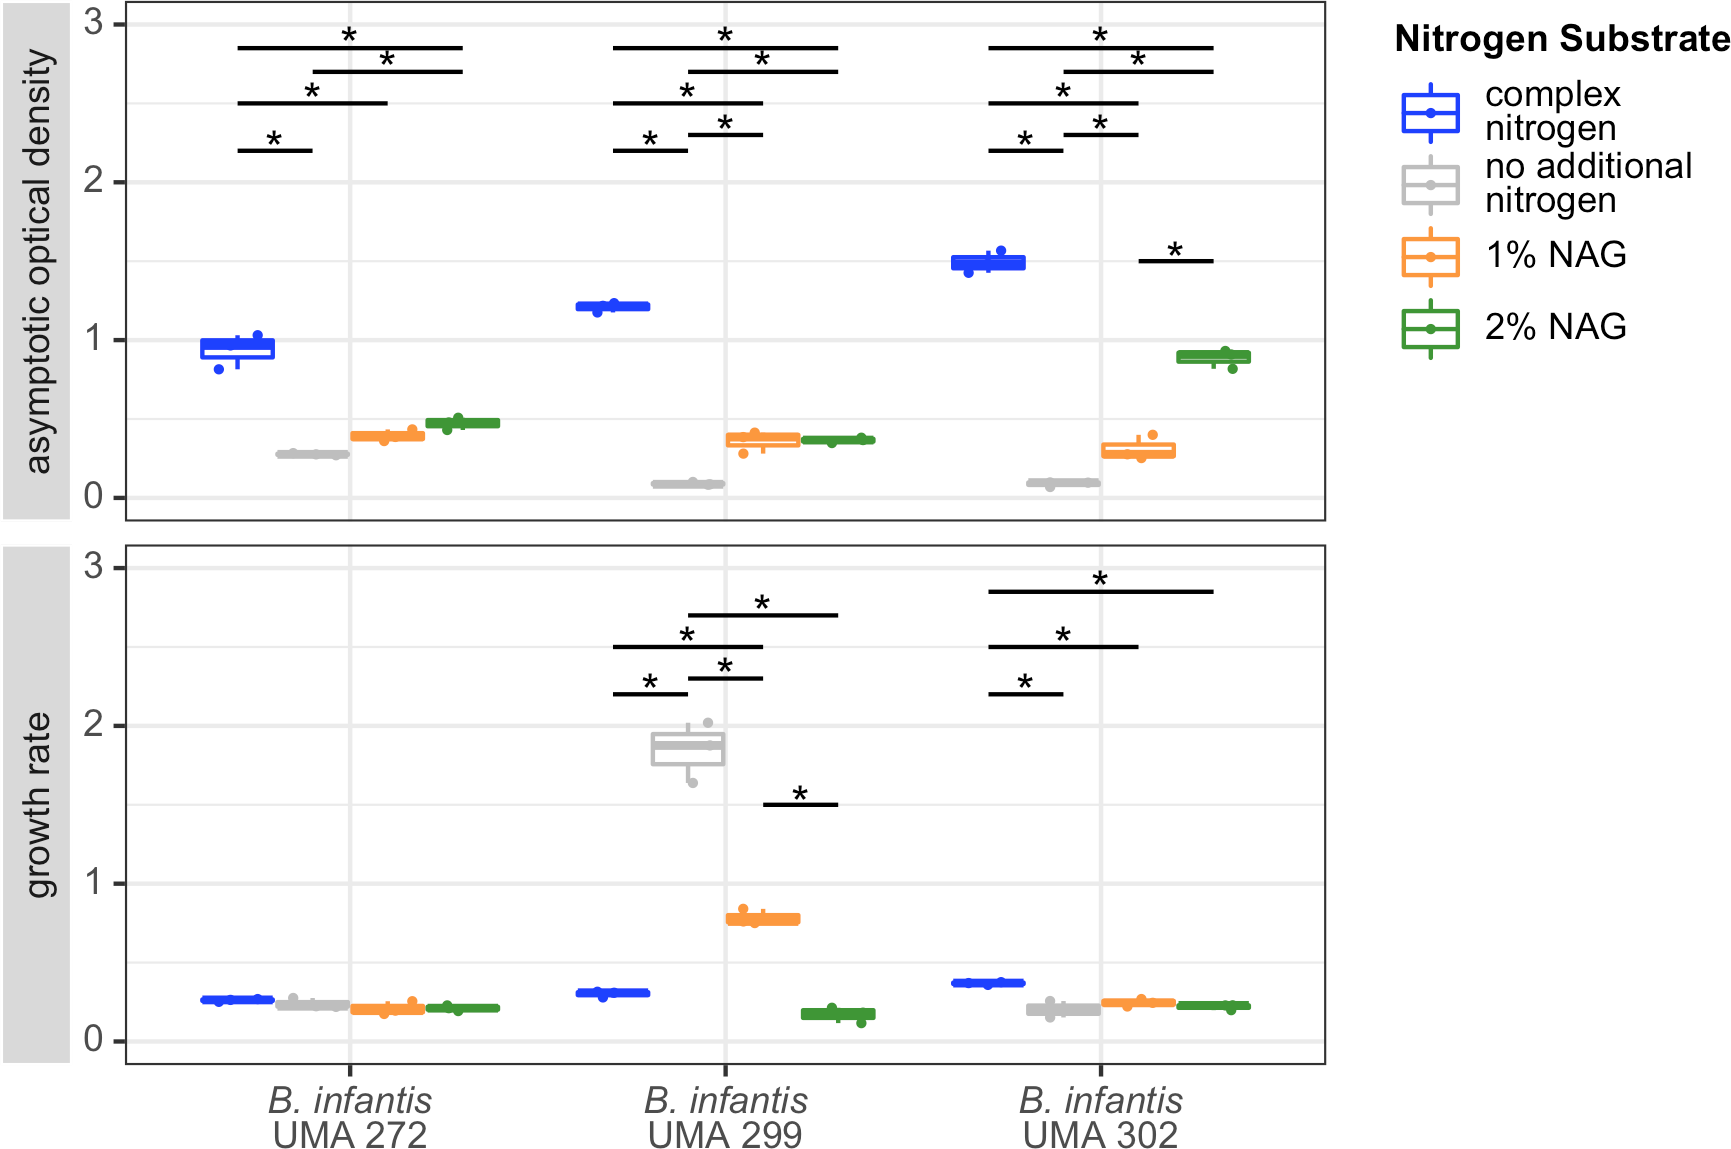
Figure S3

*B. infantis* asymptotic optical density at 600nm and growth rates in complex nitrogen, no additional nitrogen, 1% (w/v) NAG, and 2% (w/v) NAG nitrogen conditions. One-way ANOVA was performed among nitrogen conditions within the same strain and under same carbohydrate conditions. Tukey’s post- hoc test was performed for multiple comparisons between two nitrogen conditions. Adjusted P <0.05 * was regarded as a significant difference.

#
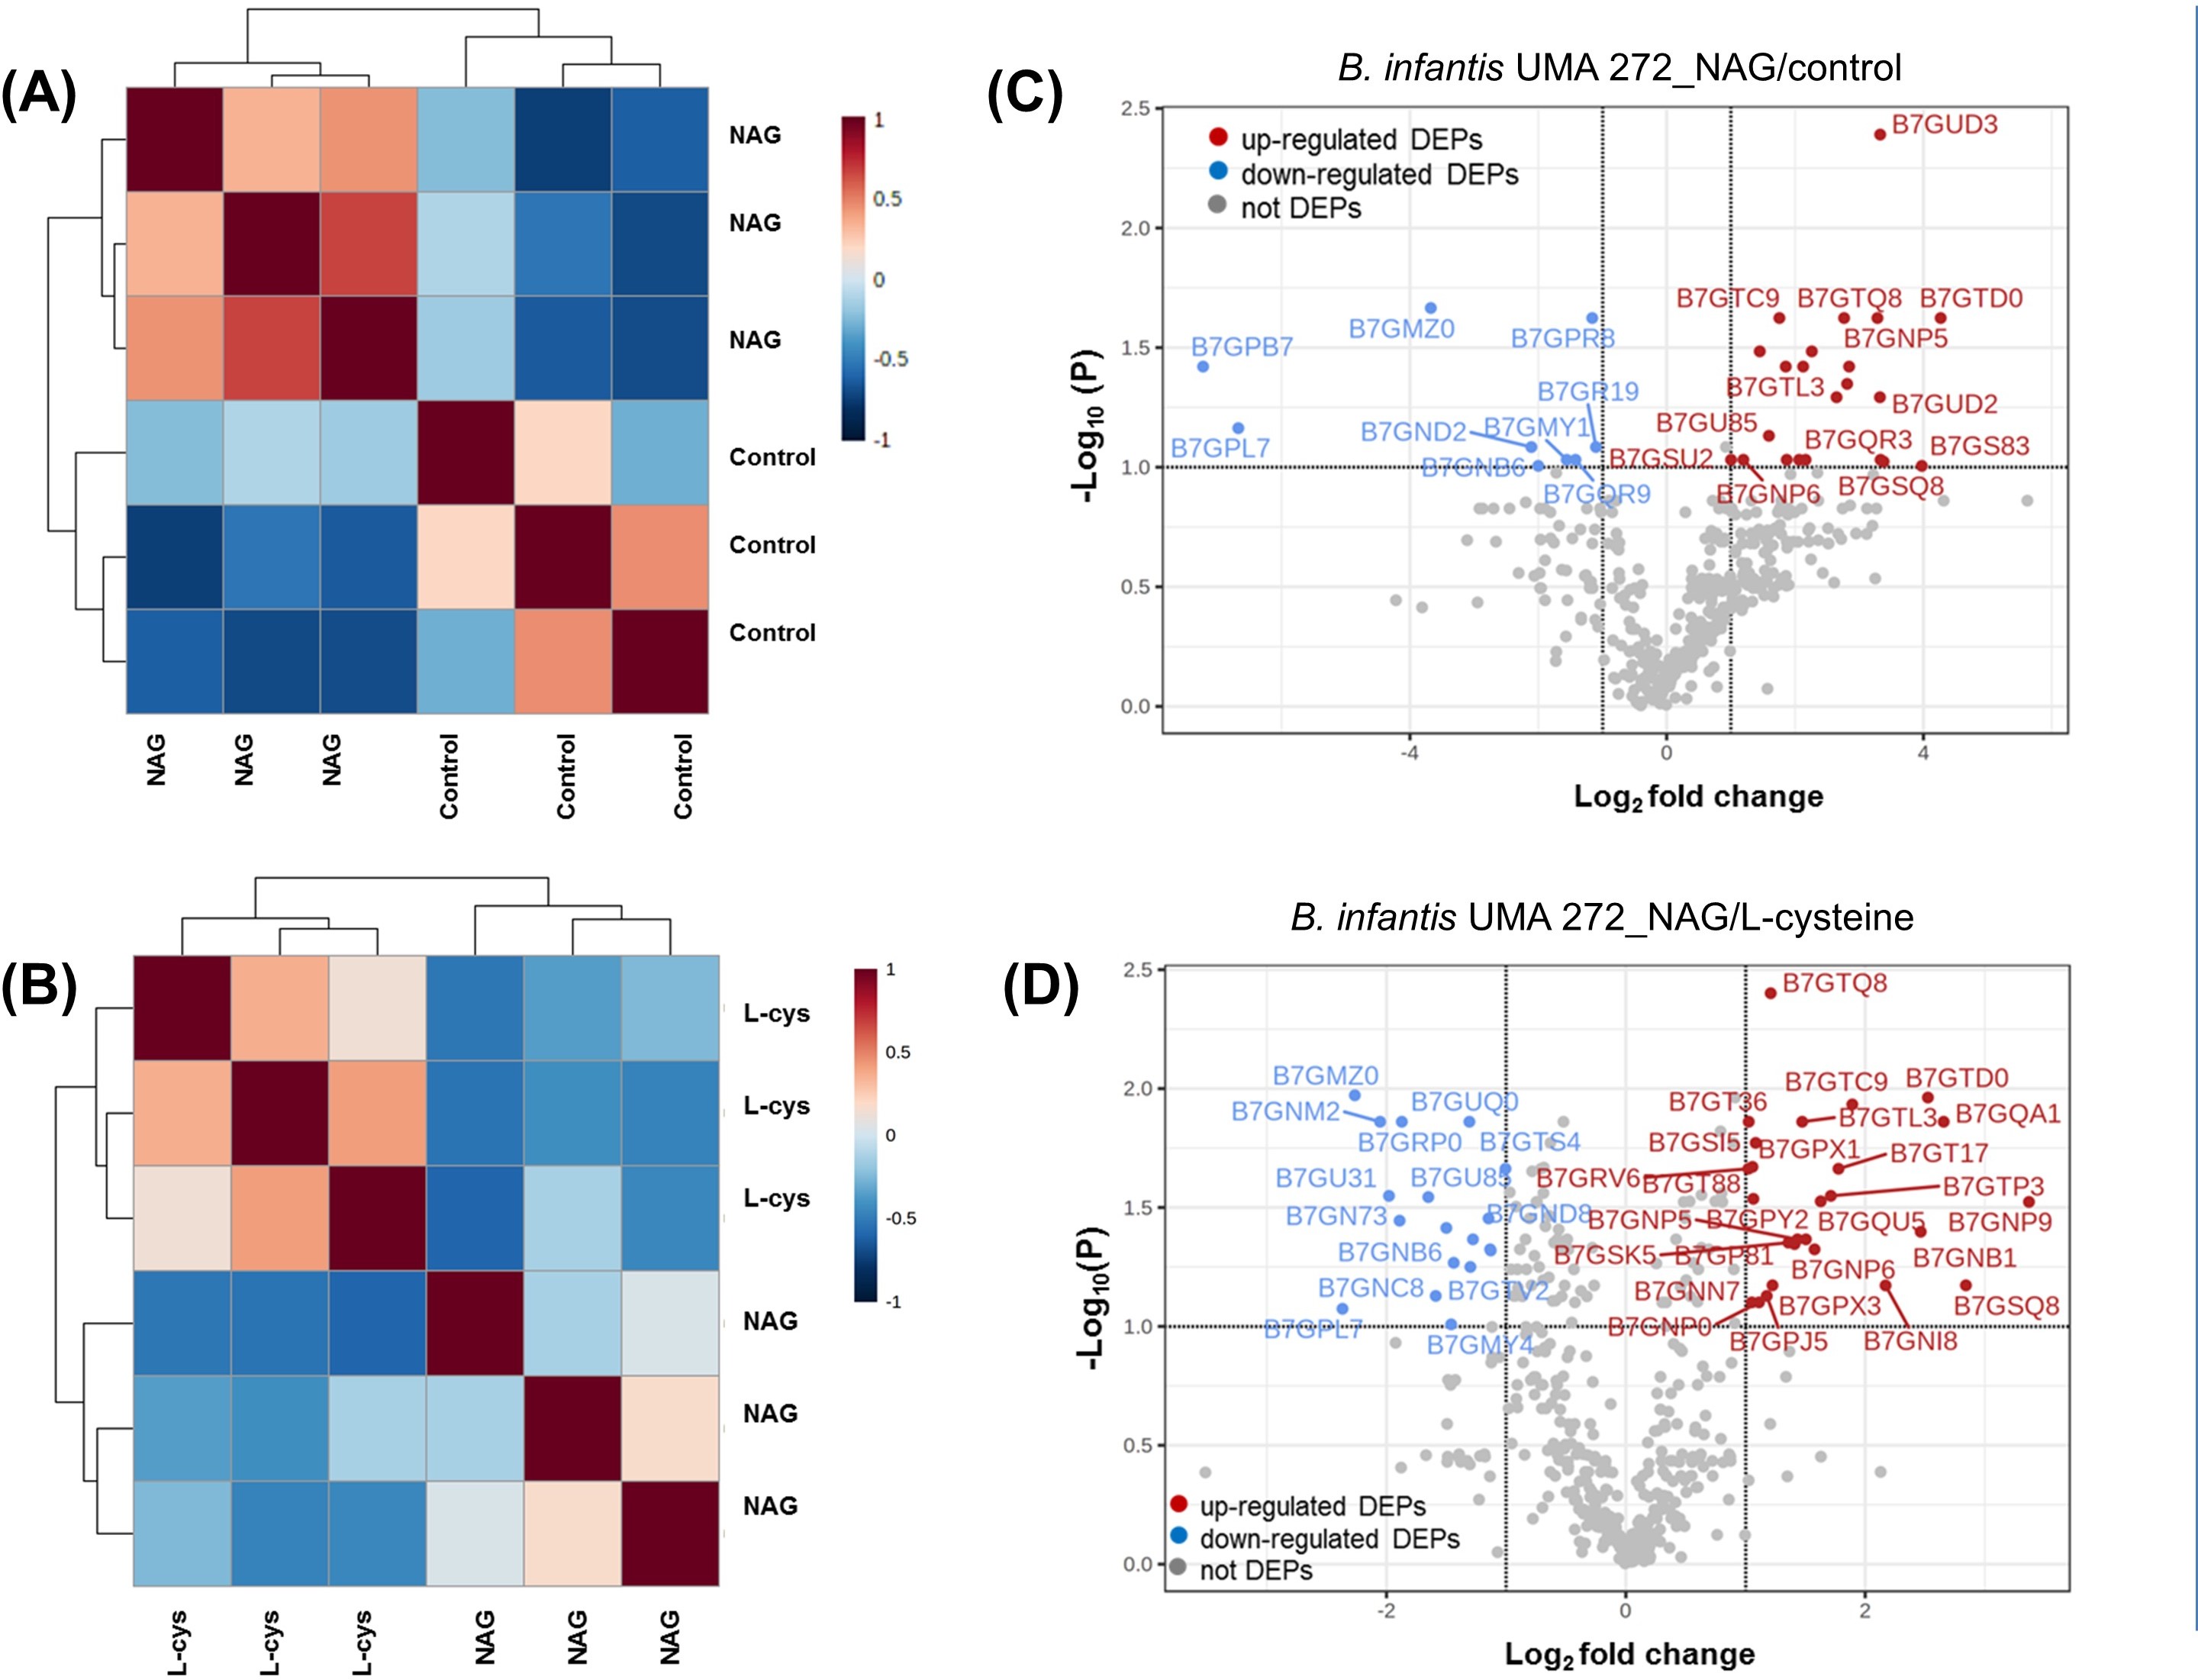
Figure S4

*B. infantis* UMA 272 protein expression is similar during growth on NAG as compared to (A) complex nitrogen (positive control) and (B) L-cysteine (negative control) as seen from correlation heatmaps (representing sample to sample distance). The color scale bar next to correlation heatmaps represents the Pearson correlation sample to sample distance score. Volcano plots showing differential expression of proteins (DEPs) during utilization of NAG as compared to (C) complex nitrogen (positive control) and

(D) L-cysteine (negative control). Proteins upregulated and downregulated are shown in red and blue respectively. Log2 fold change (FC >2.0) and −log 10 (p-value, FDR corrected) are shown on x and y-axis respectively.

# Figure S5

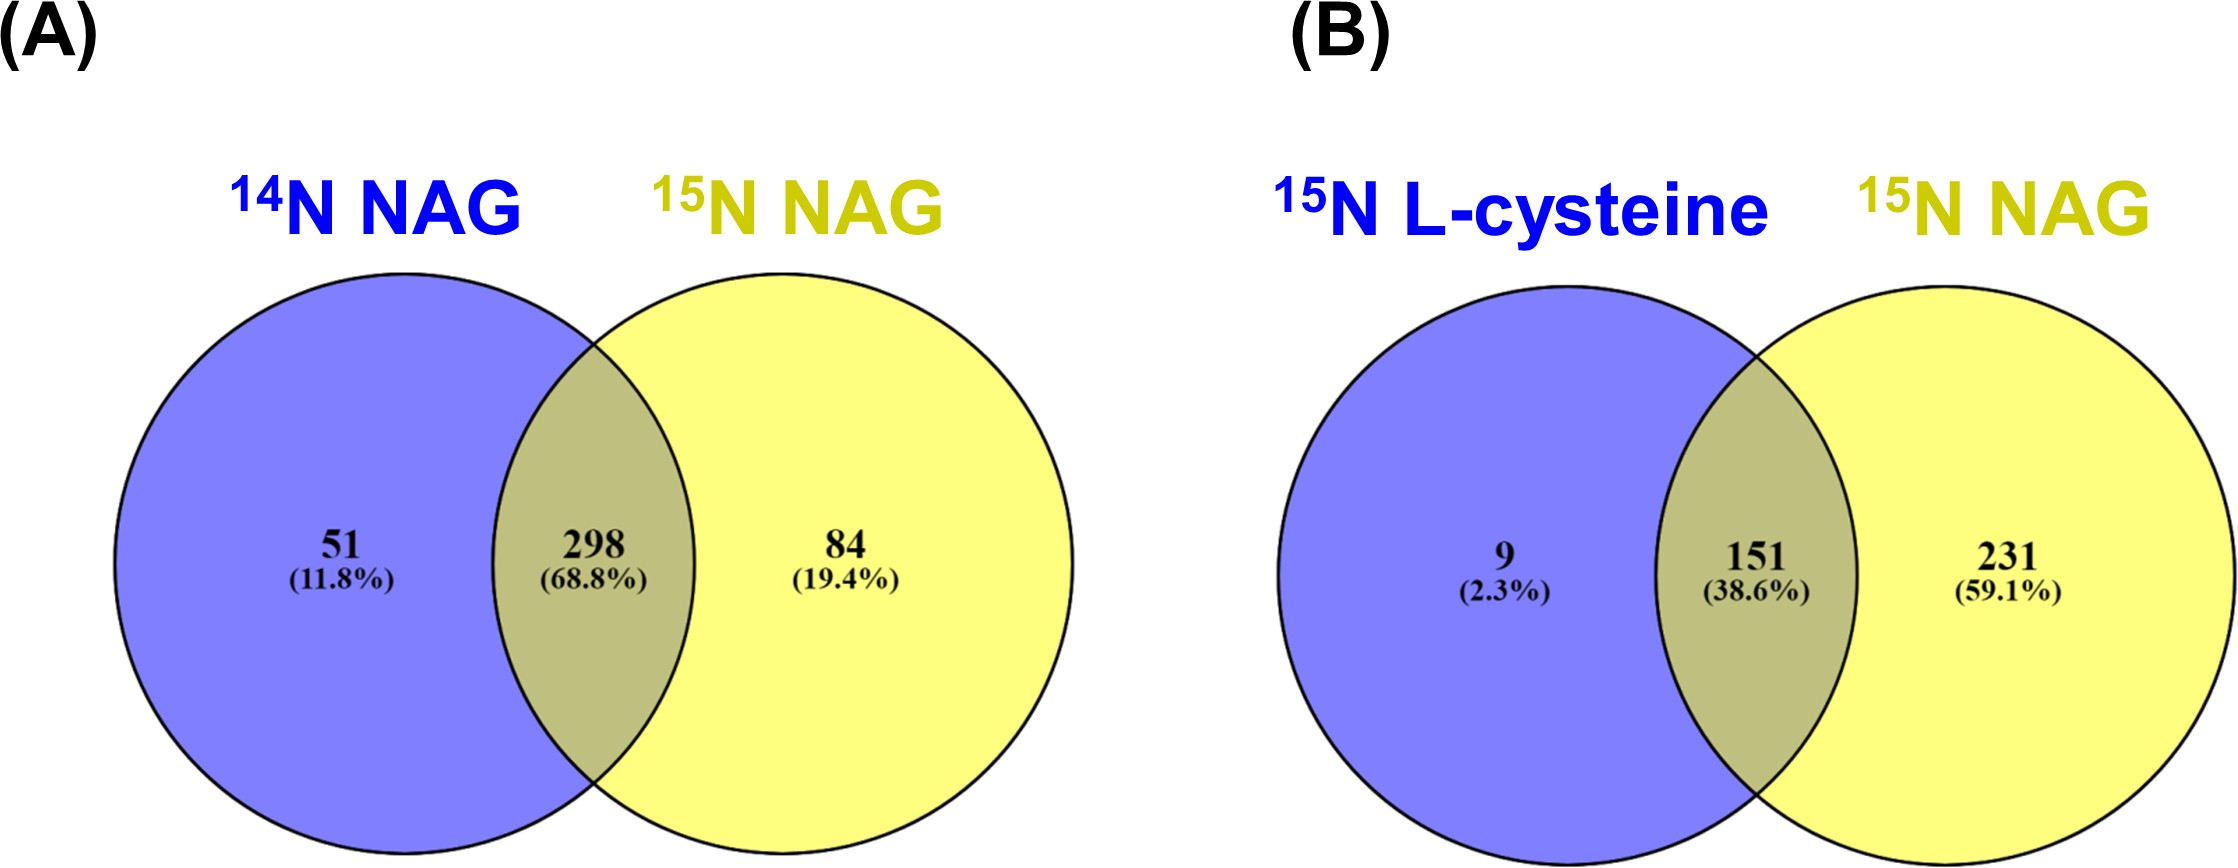
Venn diagram representations of 15N labeled proteins identified in *B. infantis* UMA 272 during NAG vs L-cysteine utilization. (A) Venn diagram representation of number of labelled proteins identified in *B. infantis* UMA 272 during utilization of NAG as primary nitrogen source. Approximately 69% proteins were shared among both datasets with additional 11.8% and 19.4% unique in 14N (blue) and 15N labelled (yellow) NAG respectively. (B) Venn diagram representation of number of 15N labeled proteins identified in B. infantis UMA 272 during utilization of NAG as primary nitrogen source compared to 15N labelled L-cysteine. Approximately 39% proteins were shared among both datasets with additional 2.3% and 59.1% unique in 15N labelled L-cysteine (blue) and 15N labelled NAG (yellow) respectively.

# Figure S6

General *B. infantis* proteome results without isotopic labels. (A) Venn diagram for number of proteins identified in *B. infantis* UMA 272 during utilization of NAG or complex nitrogen (control) as primary nitrogen source. Approximately 54% proteins were shared among both the datasets with additional 22% and 24% unique proteins to NAG and control group respectively. (B) Venn diagram for number of proteins identified in *B. infantis* UMA 272 during utilization of NAG or L- cysteine (negative control) as primary nitrogen source. Approximately 60% proteins were shared among both the datasets with additional 18% and 22% unique proteins to the NAG and L- cysteine groups respectively.

1.
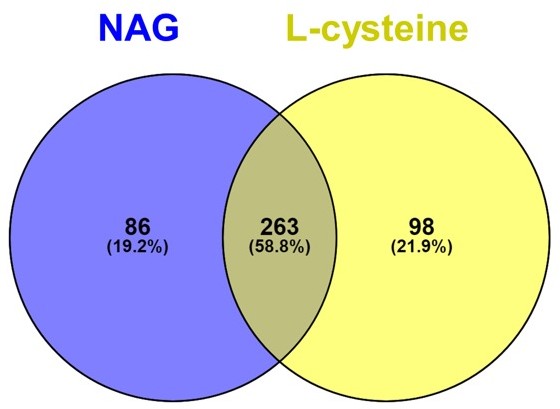

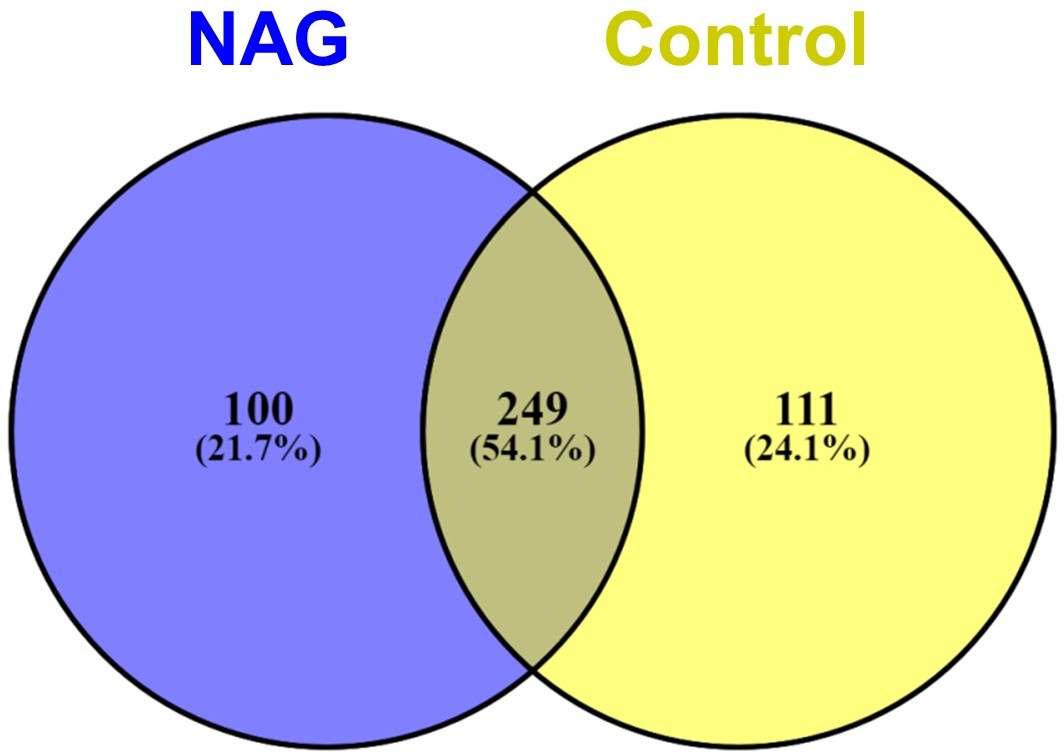
**(B)**

#
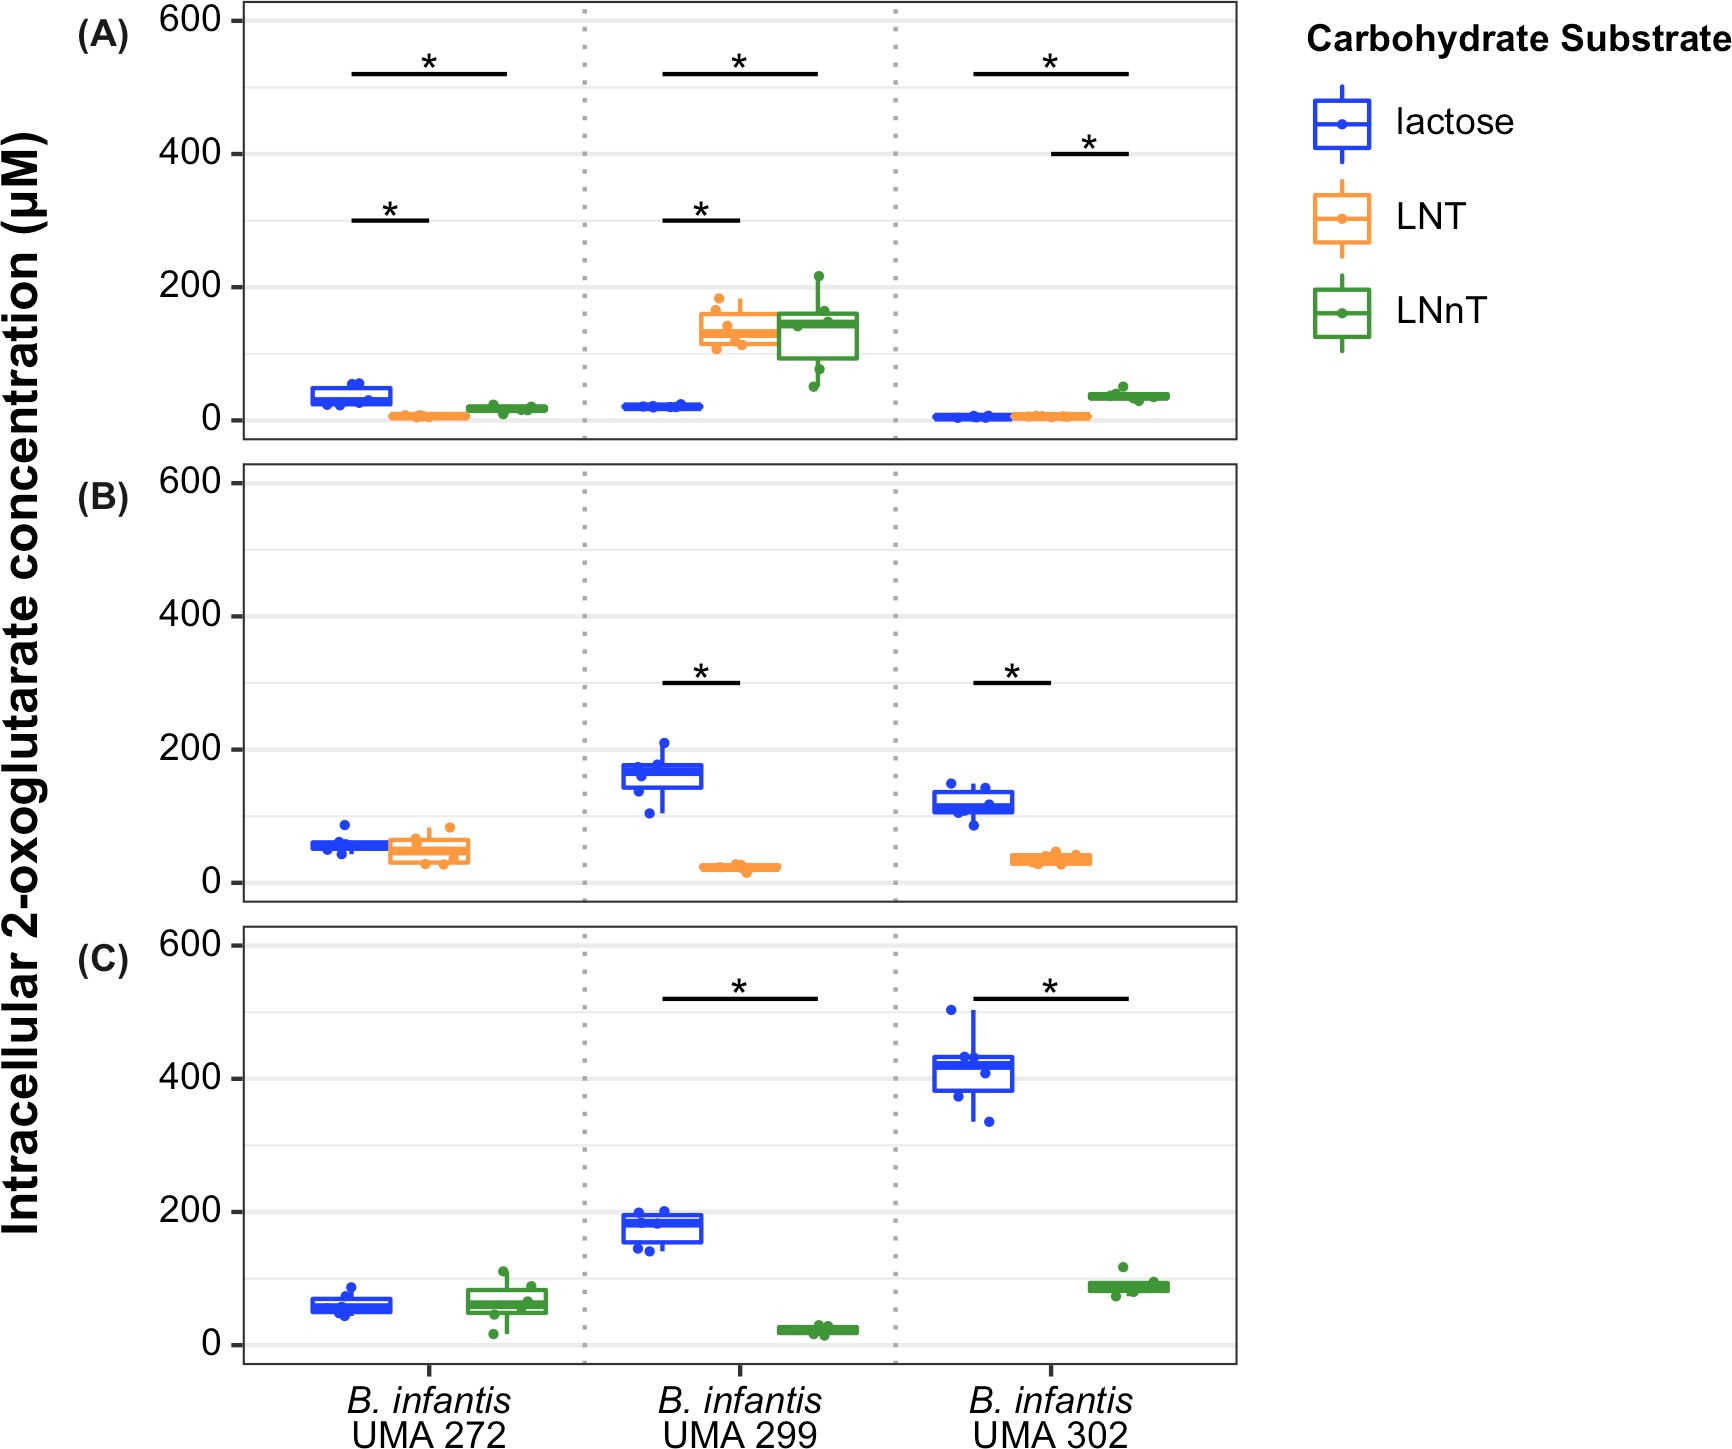
Figure S7

*B. infantis* intracellular 2-oxoglutarate (2- OG) levels in lactose, LNT, and LNnT carbohydrate conditions. Data were grouped into three panels according to *B. infantis* nitrogen conditions: (A) peptone,

1. LNT, and (C) LNnT. One-way ANOVA was performed among nitrogen conditions within same strain and same nitrogen conditions. Tukey’s post-hoc test was performed for multiple comparisons between two carbohydrate conditions. Adjusted P < 0.05 * was regarded significant difference.

#
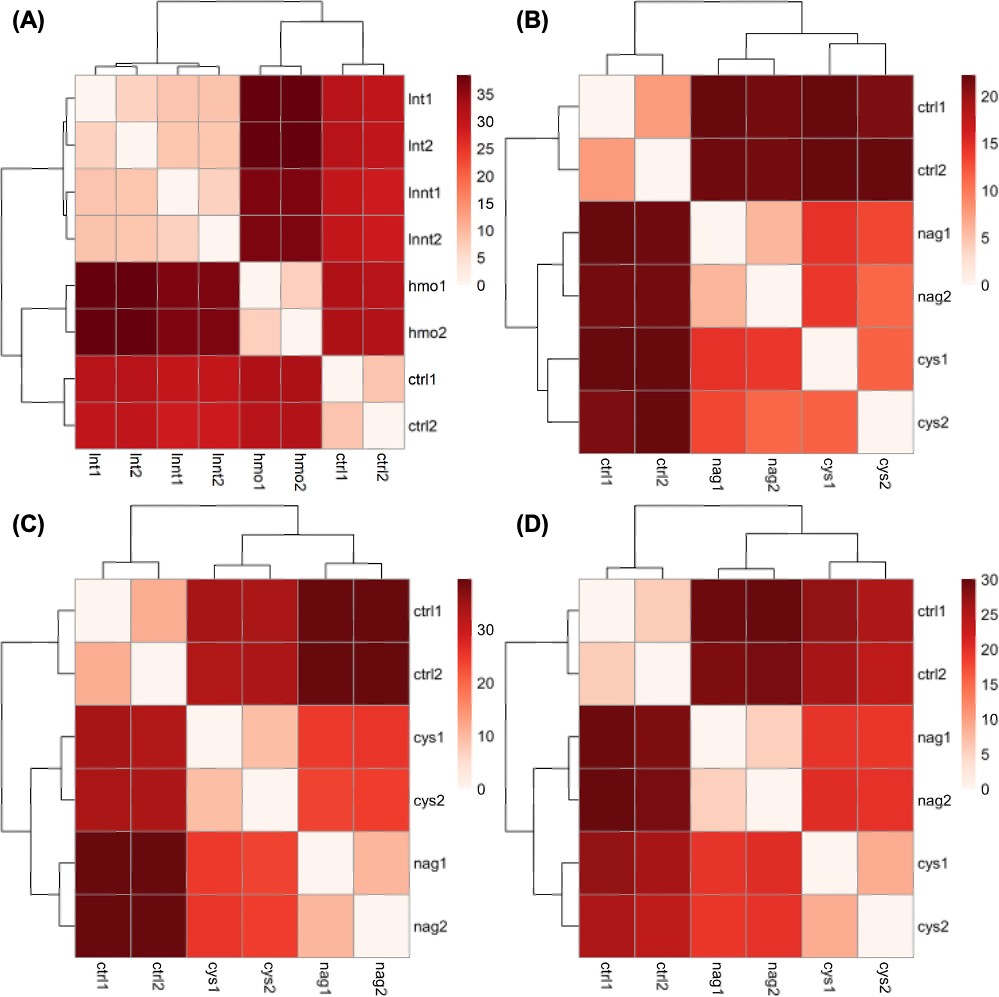
Figure S8

Sample-to-sample distance measured by Euclidian distance for (A) *B. infantis* UMA 272 when subsisting on LNT (lnt1, lnt2), LNnT (lnnt1, lnnt2), pooled HMO (hmo1, hmo2), and complex nitrogen (ctrl1, ctrl2); (B) *B. infantis* UMA 272 when subsisting on NAG (nag1, nag2), L- cysteine (cys1, cys2), and complex nitrogen; (C) *B. infantis* UMA 299 when subsisting on NAG, L-cysteine, and complex nitrogen. (D) *B. infantis* UMA 302 when subsisting on NAG, L-cysteine, and complex nitrogen. Biological replicates were depicted as 1 and 2.

#
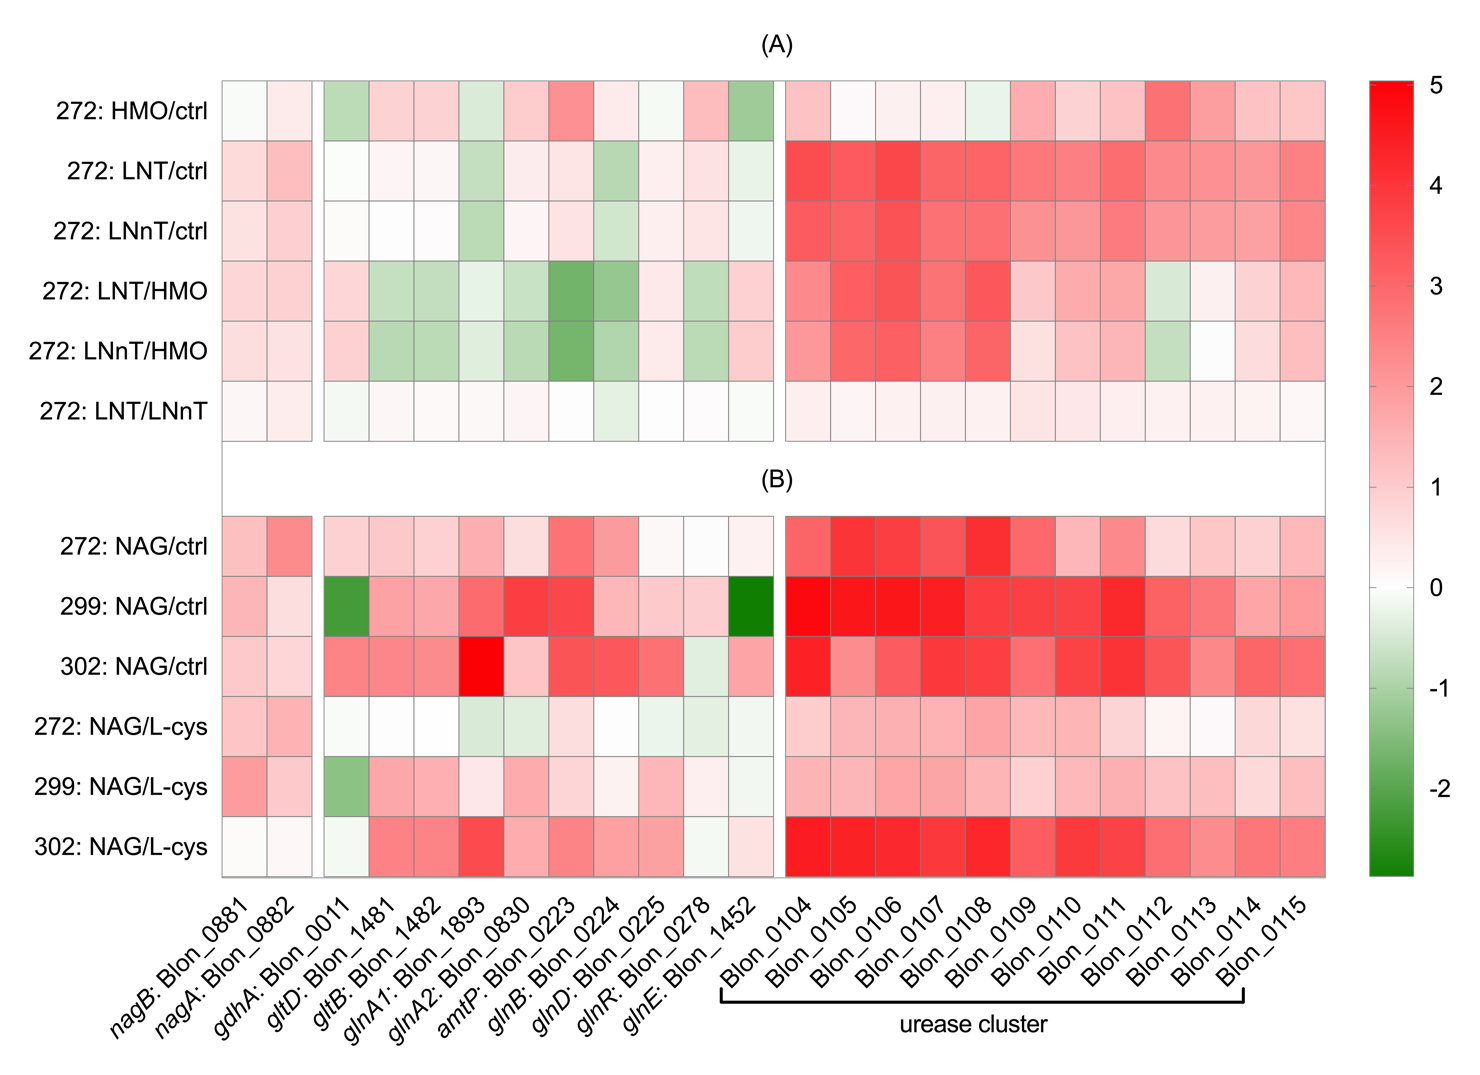
Figure S9

*B. infantis* nitrogen assimilation related gene expressions under pooled HMO, LNT, LNnT, and NAG nitrogen conditions compared to complex nitrogen as control, and NAG compared to L-cysteine. Log2FC values and corresponding false discovery rates (FDR, adjusted p value) are reported in Table S2 and Table S3.

#
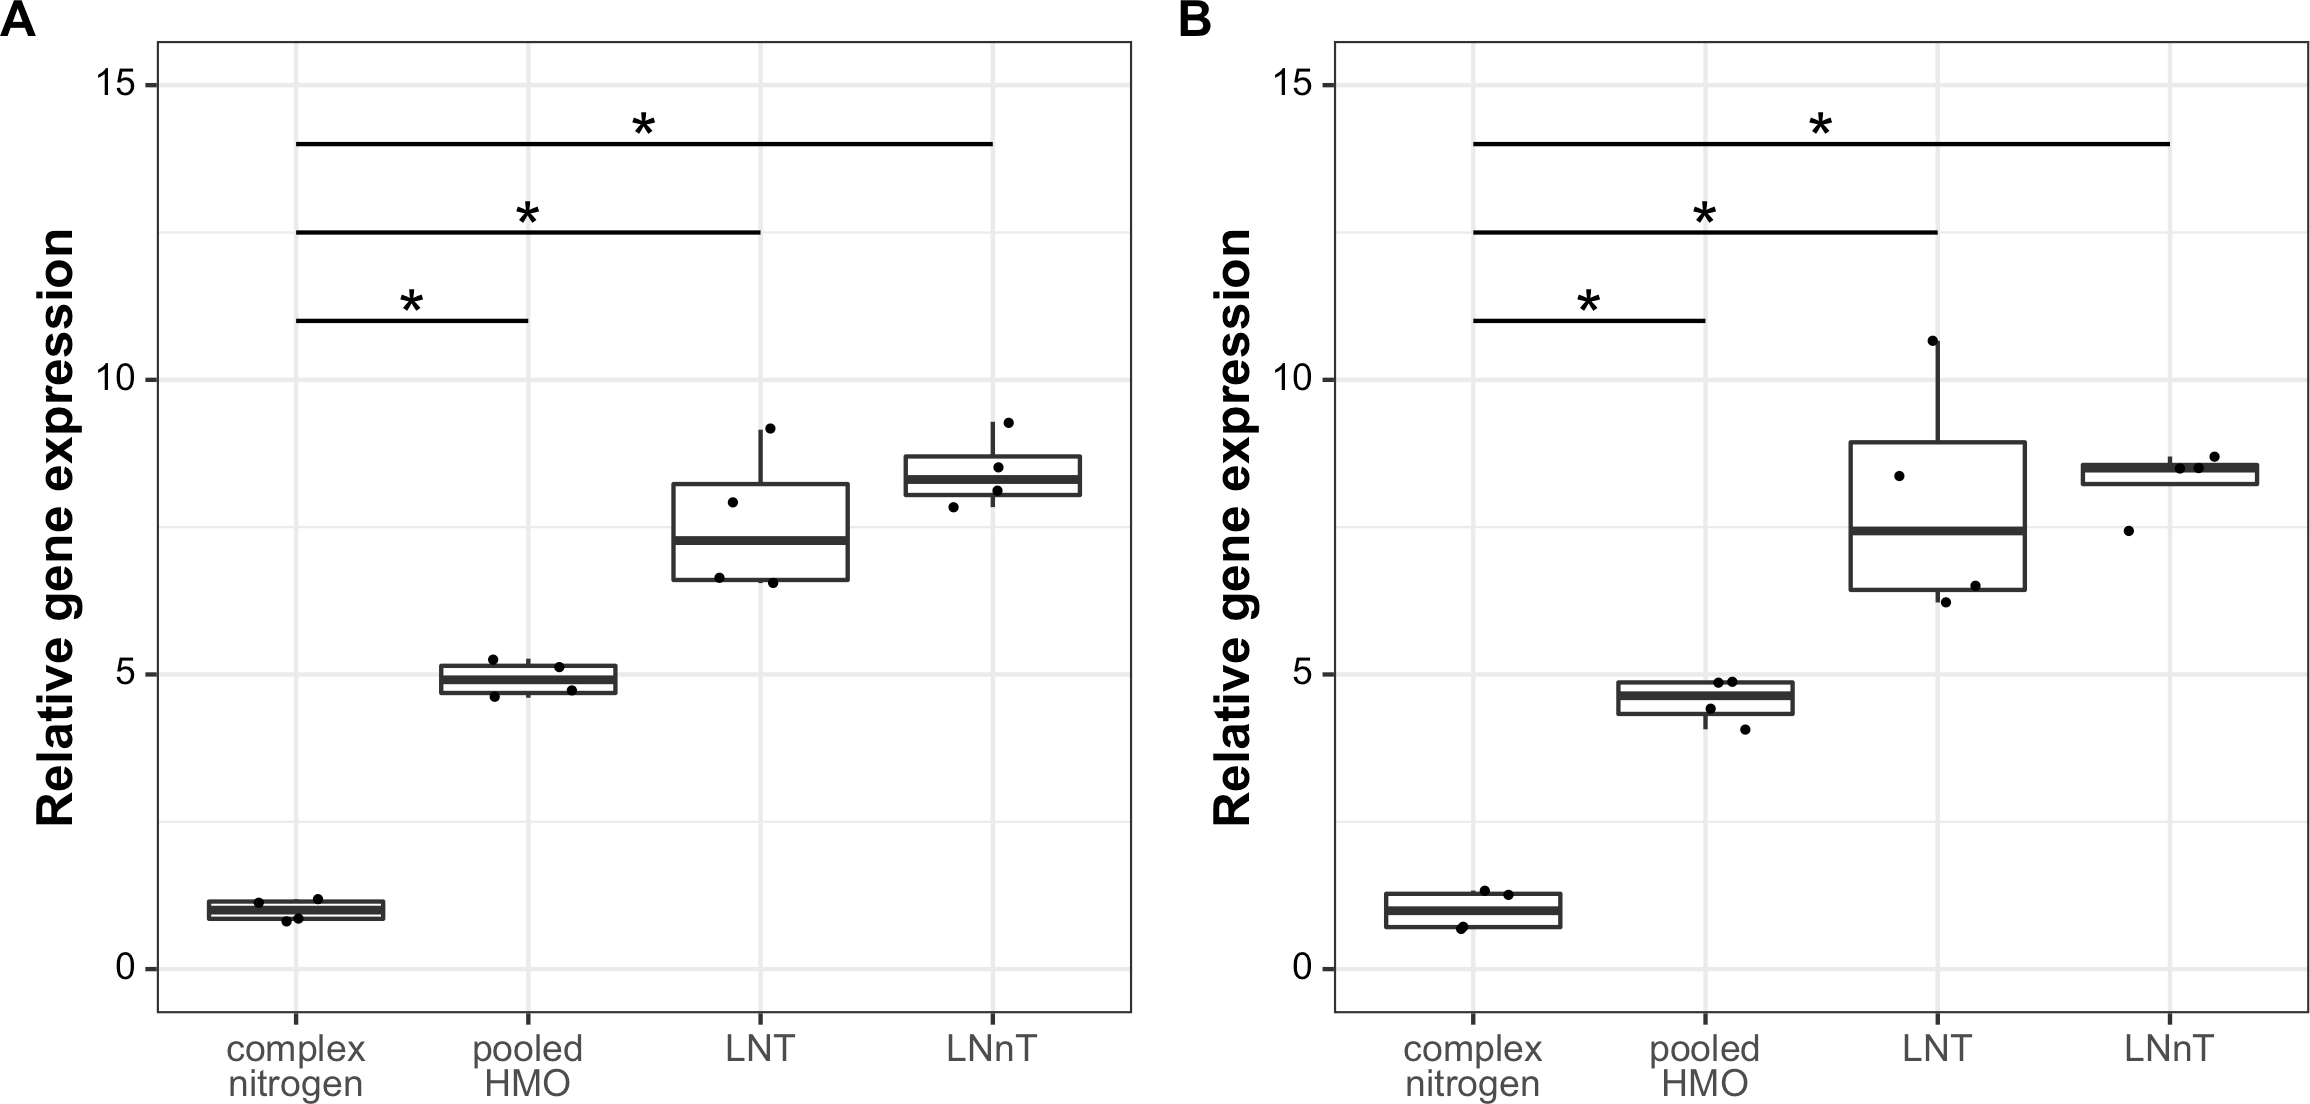
Figure S10

*B. infantis* relative gene expression level in complex nitrogen, pool HMO, LNT, and LNnT nitrogen conditions. (A) Blon_0881 (*nagB*) and (B) Blon_0882 (*nagA*) in *B. infantis* UMA 272, as measured by qRT- PCR. One-way ANOVA was performed among nitrogen conditions within same strain and same carbohydrate conditions. Tukey’s post-hoc test was performed for multiple comparisons between two nitrogen conditions. Adjusted P <0.05 * was regarded significant difference.

#
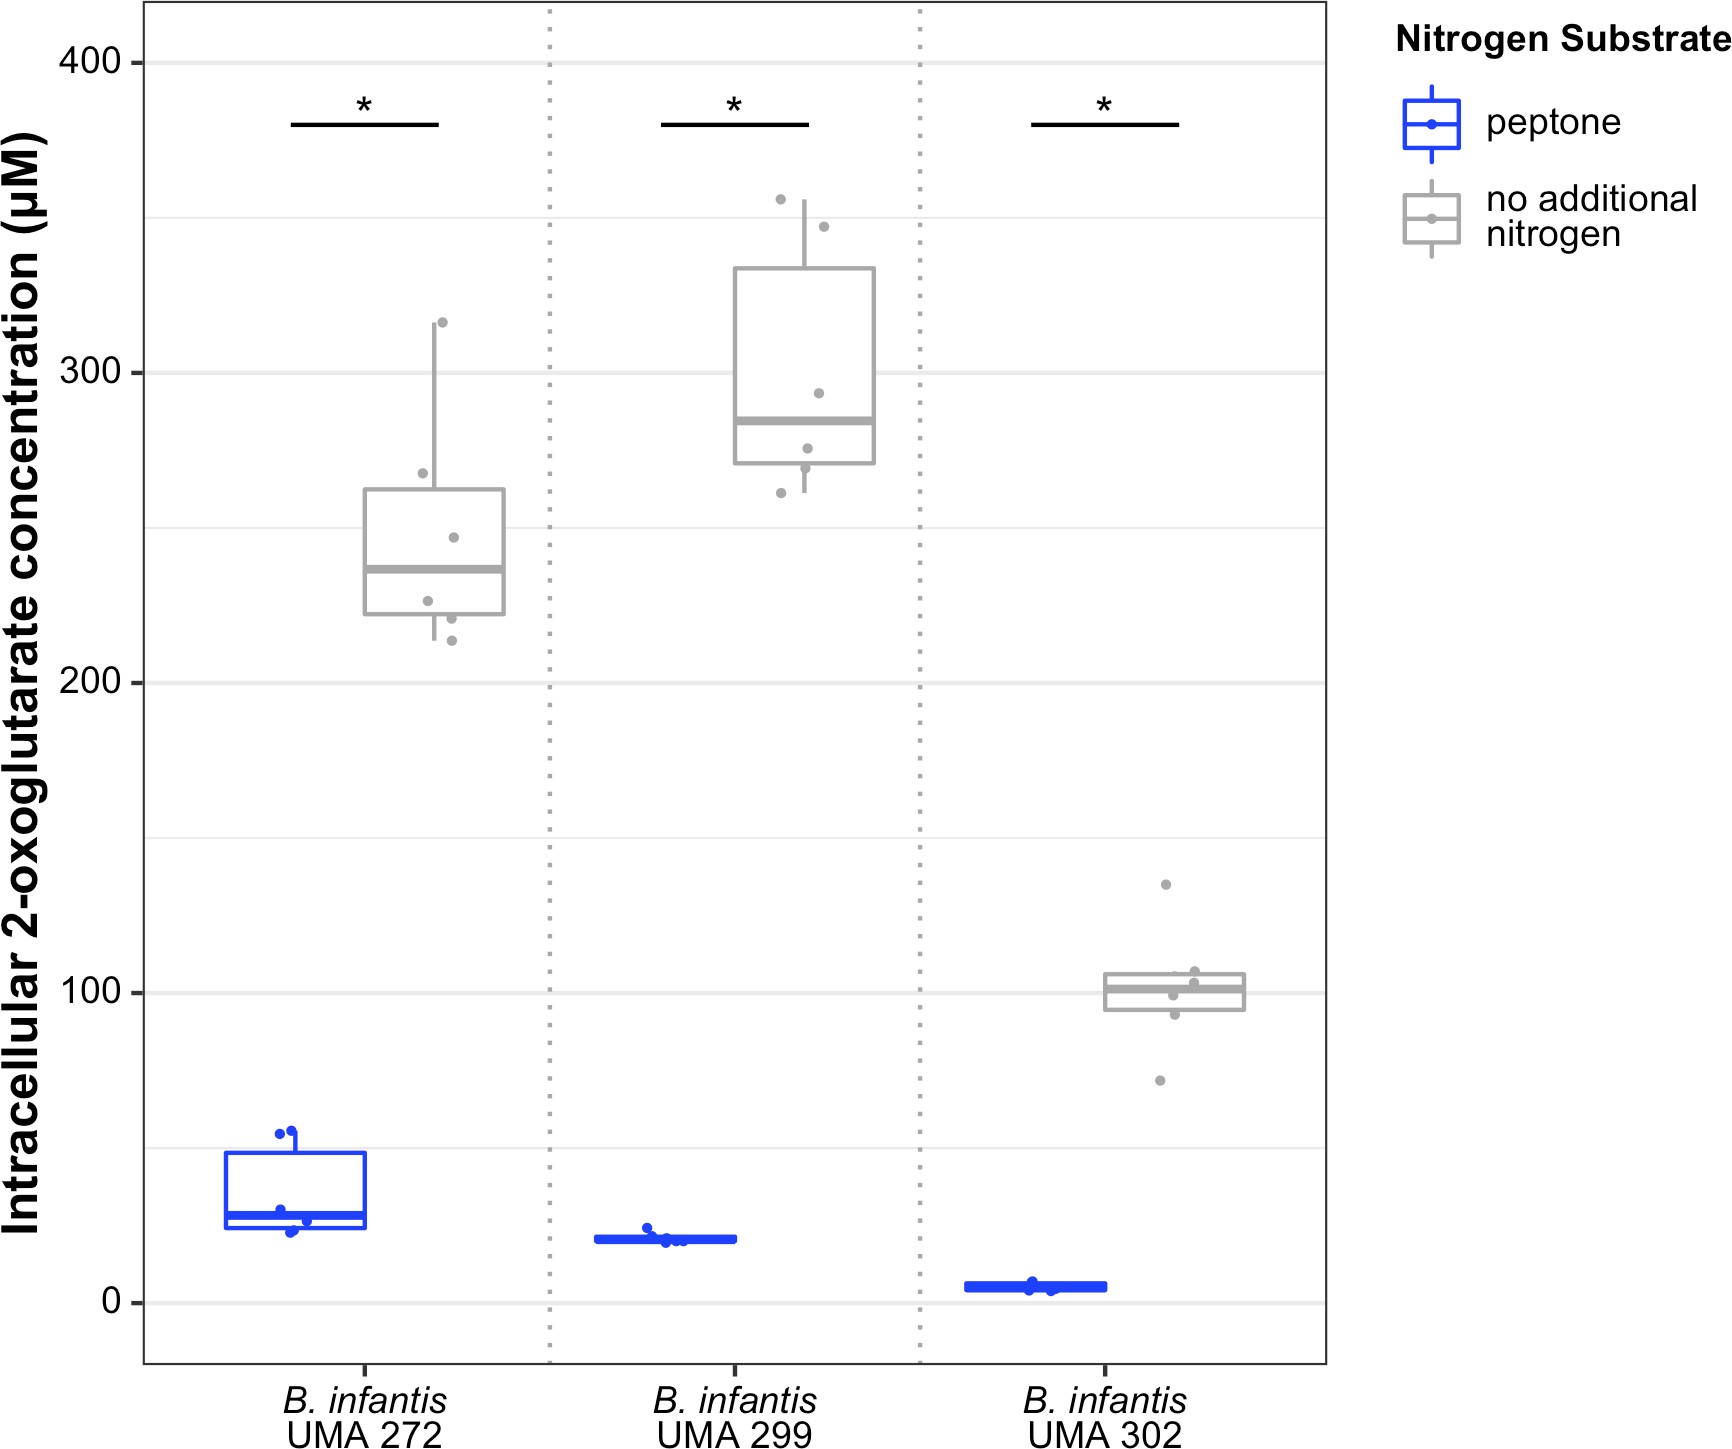
Figure S11

*B. infantis* intracellular 2-oxoglutarate (2- OG) levels peptone and no additional nitrogen (0.03% w/v, L-cysteine) conditions. One-way ANOVA was performed among nitrogen conditions within same strain. Adjusted P <0.05 * was regarded significant difference.

How the deposited data were processed for this re-analysis (not part of the article)

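The transcriptome of B. infantis was measured in 14 libraries, 2 biological replicates in each of 7 groups. UMA 272 was grown on complex nitrogen, pooled HMO, LNT, LNnT or NAG, and UMA 299 and UMA 302 were grown on NAG. The authors depleted ribosomal RNA, made directional libraries with the TruSeq or the NEBNext kit, trimmed adapters and aligned the reads of all strains with bowtie2 to the genome of UMA 272. The authors then counted reads per locus with HTSeq and deposited the whole-number counts without normalization and without pooling replicates. The paper's text does not name the counting mode, the strand setting, or the kit and sequencing run of each library. Which libraries each count table holds was taken from its column names, which equal the sample titles.

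The authors' deposited table of comparisons gives log2 fold changes that the authors computed with DESeq2 from count tables. The same table gives for each locus the p-value that the authors adjusted by the Benjamini-Hochberg method with DESeq2. These log2 and p-values are used here only as the authors' values. The comparisons in it that involve L-cysteine, or complex nitrogen in UMA 299 and UMA 302, rest on libraries that were not analysed here.

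Both count tables list 2588 loci, 94 of them with an R in the identifier, and none of the lines lacks a locus. Total counts ranged from 2419820 to 2952590 in the 8 libraries on complex nitrogen, pooled HMO, LNT and LNnT (median 2662432), and from 2962933 to 6087754 in the 6 NAG libraries. Replicate counts varied more than counting alone allows, with chi-square per degree of freedom from 3.13 on LNT to 26.7 in UMA 299 on NAG, so errors were taken from the model and not from counting.

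Counts were analysed in R 4.3.3 with edgeR 4.0.16. Loci were kept by filterByExpr at its defaults (minimum count 10, minimum total 15), library sizes were normalized by TMM, and groups were compared with glmQLFit and glmQLFTest. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. A standard error is the log2 fold change divided by the square root of the F statistic. The 8 libraries of one table were fitted together, the 6 NAG libraries were fitted together, and NAG was compared with complex nitrogen in UMA 272 in a fit of those 4 libraries, joined by locus. TMM factors in the fit of 8 libraries were 0.798 on complex nitrogen in both libraries and from 1.04 to 1.11 on the other nitrogen sources. Distances between libraries were Euclidean over log2 CPM with a prior count of 2, clustered by complete and by average linkage. In a comparison of 2 groups of 2 libraries, no permutation of the libraries can pass a threshold of 0.05, and no permutation test, over 2 groups or more, was run.

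The genes named are those of the paper's transcriptome text and Tables S1 and S4, icdA, argD and the reference gene Blon_0393, whose published values had been seen. A gene of Table S1 is not reported here by itself and counts only in the numbers over the list. In addition, for each comparison up to 3 loci per direction were taken with the largest change among those past the threshold, with no overlap between the libraries of the groups and at least 50 CPM in the higher group, of which at most 2 per direction are printed and none for the comparisons between strains. Gene names come from the paper's tables, since the reference table of gene names lists none of the Blon_ identifiers. The other 24 loci of Table S5 were summarised as a list, with those named that passed the threshold at an absolute log2 fold change above 1. Reads shared between similar genes could not be examined without the genome sequence.

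The alternatives were DESeq2 size factors in edgeR, DESeq2 1.42.0 as the test, no filter on low counts, the replicate number as a block, the 94 loci with an R in the identifier left out, another set of libraries in the fit, and each library left out in turn. The files do not name the R loci, and leaving them out stands in for leaving out ribosomal and transfer RNA. For distances, the alternatives were the variance stabilising and regularised log transformations, no filter and 1 minus the Pearson correlation. The fits were tested on simulated counts in which known loci were changed by known amounts. The changes were made in 1 group, up or down, by a log2 fold change of at least 1. Far fewer loci were changed than in most comparisons here, so scaling under broad change was not tested. Recovery of smaller changes, such as nearly all those called between LNT and LNnT, was not tested either. The fit of 8 libraries recovered 95.5% of 200 changed loci among 2489 simulated, with 4.5% of calls false. The fit of NAG against complex nitrogen recovered 97.5% of 198 among 2444 with 3.5% false, and the fit of 6 NAG libraries recovered 91.3% of 195 among 2310 with 5.32% false.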

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

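The tests of explanations in this part, and the limits that define a locus near 0, were chosen only after the results had been seen.

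The urease cluster and the nitrogen assimilation genes differed between LNT and pooled HMO, although both are HMO nitrogen. All 12 urease cluster genes, 11 higher and 1 (Blon_0112) lower on LNT, and all 12 genes of Table S1, 5 higher and 7 lower, passed the threshold in the direct comparison of LNT with pooled HMO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, the numbers were the same, which is not independent evidence since the paper reports both lists from these libraries. Over the 24 genes the log2 fold changes ran from -1.63 to 3.43, with an SD of 1.46 against a median standard error of 0.102. A wrong scaling of the libraries moves every gene alike and gives no such spread. With 1 library left out, at least 22 of the 24 genes still passed, so no single library accounts for the pattern. The calls lost were Blon_0112 without pooled HMO replicate 2 (-0.12), Blon_0113 without pooled HMO replicate 1 (0.21) or LNT replicate 1 (0.28), and glnA1 without pooled HMO replicate 2 (-0.08) or LNT replicate 2 (-0.13). With DESeq2, Blon_0113 was not called (0.27). The 2 substrates differed widely in general, at 82.3% of all loci tested, so the differences of these 24 genes may be part of a broad difference between the cultures and are not shown to be specific to nitrogen genes. Nitrogen source itself stays open as the biological explanation, and was not tested. The kit and run of each library are not stated, so a batch difference between the substrates stays open as well.

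Large differences appeared between strains on NAG, a comparison the paper does not make. Relative to UMA 272, 1892 of 2414 loci changed in UMA 299 (680 higher, 1212 lower) and 1809 changed in UMA 302 (661 higher, 1148 lower), and 1478 differed between UMA 299 and UMA 302 (732 higher, 746 lower in UMA 299). The counts are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Loci with almost no counts in a strain are not the whole of it: with them left out, 1480 of 1997 loci changed in UMA 299 (601 higher, 879 lower), 1415 changed in UMA 302 (607 higher, 808 lower), and 1306 differed between UMA 299 and UMA 302. The larger share of counts on loci with an R in the identifier in UMA 299 and UMA 302 is not the whole either, since 1846, 1758 and 1461 loci changed in the 3 comparisons, in that order, when those were left out. All reads were aligned to the UMA 272 genome, and 16.6% of the loci counted in UMA 272 were near 0 in UMA 299. For the loci that are counted, a lower alignment of reads with sequence differences cannot be told apart from lower expression, because no genome of UMA 299 or UMA 302 was at hand. Differences in gene regulation between the strains stay open as the biological explanation and were not tested. The files do not pair the loci with names, and the loci that fell most relative to UMA 272 had 0 counts in the other strain, so none is listed.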

How the results depend on the processing

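The alternatives listed in the processing summary were chosen before the data were examined. The distances between rows of the distance matrix, the comparison of strains without loci near 0, and the spread that a ratio of distances had to exceed to count as moved, were chosen after seeing the data.

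Numbers of genes changed in the 9 comparisons other than LNT against LNnT stayed within 1.5 times the reported number under every alternative run, with 1 library left out included. With pooled HMO, LNT, LNnT and NAG against complex nitrogen they ranged from 1712 to 1886, 1661 to 1872, 1586 to 1792 and 1486 to 1783. Between LNT and LNnT, the 153 genes changed became 117 with DESeq2, 156 with no filter, 160 with DESeq2 size factors, 178 without the R loci and 1.46 times as many with only the 4 libraries compared. They were 28 to 88 with 1 library left out: 28 without LNT replicate 1, 64 without LNT replicate 2, 88 without LNnT replicate 1 and 47 without LNnT replicate 2. Leaving a group with 1 library assumes that it varies like the other groups, and it lowers the power of the fit. In each of the 10 comparisons, the share of changed genes that were higher moved by less than 10 percentage points under every alternative run. The urease cluster genes higher were 12 on LNT, LNnT and NAG under every alternative, and on pooled HMO 8, or 7 without complex nitrogen replicate 1, when Blon_0110 changed by 0.44. The count of Table S2 loci with RNA and protein in the same direction was 29, and 27 to 30 under the alternatives.

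The ratio of the distance from LNT to LNnT to that from LNT to complex nitrogen was 0.264. It was 0.277 with the variance stabilising transformation, 0.284 with no filter, 0.0694 with 1 minus the Pearson correlation and 0.261 to 0.276 with 1 library left out. Between rows of the distance matrix it was 0.191, and 0.199 for the regularised log. The distance from pooled HMO to complex nitrogen over that from pooled HMO to LNT, 0.824, became 0.659 with 1 minus the Pearson correlation, and 0.723 and 0.726 between rows of the distance matrices. The distance from complex nitrogen to pooled HMO over that to LNnT, 1.14, became 1.10 with the regularised log, 1.01 between rows of the distance matrix and, reversed, 0.968 between rows of the regularised log matrix. Among the same 8 libraries, the largest distance between replicates over the smallest between groups, 1.05, became 0.991 between rows of the regularised log matrix. The cause of these changes was not tested, apart from the change of scale that the correlation brings by construction. No test was run on the distances.

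Of 164 pairs of gene and comparison, which do not hold the paper's genes in comparisons without complex nitrogen, 142 kept their direction and their side of the threshold under every alternative. The others held 12 changes of sign, 31 lost calls and 8 gained calls. The changes of sign were all in genes not called. Blon_0105 on pooled HMO, at 0.04, ranged from -0.12 to 0.26 with 1 library left out, and was -0.12 without complex nitrogen replicate 2 and -0.0378 without pooled HMO replicate 2. On LNT icdA, at 0.01, was -0.0118 with DESeq2 size factors, -0.0106 with DESeq2, -0.00866 with no filter, -0.0159 without the R loci and -0.00627 with only the 4 libraries compared, and -0.104 to 0.0940 with 1 library left out, negative without complex nitrogen replicate 1 (-0.0145) or LNT replicate 1. gltB on LNnT, at 0.07, ranged from -0.0300 to 0.16 with 1 library left out, negative without complex nitrogen replicate 2. glnE on NAG, at -0.04, ranged from -0.128 to 0.0341 with 1 library left out, positive without NAG replicate 1 or complex nitrogen replicate 1 (0.0288). The cause was not tested.

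Same-numbered replicates share only a number: the correlation of their deviations from the group means ran from -0.106 to 0.0851. The fit with the replicate block gave 186 genes changed between LNT and LNnT and 1745 between NAG and complex nitrogen. Under the replicate block glnE on LNnT, at -0.16, passed the threshold, and no other call among the 164 pairs changed. Outside those pairs, ureC (Blon_0111) between LNT and LNnT gained a call under the replicate block. glnE on LNnT, at -0.17, also passed with DESeq2 size factors, DESeq2, no filter, the R loci left out and without complex nitrogen replicate 2 (-0.24).

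Depth limits the genes with few counts. The urease cluster genes had as few as 21 counts in a complex nitrogen library, and on pooled HMO the standard error reached 0.26 for Blon_0110, against a median of 0.164 over the 12 genes.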

Differences from the paper's values

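One setting given here, the distance between rows of the distance matrix, was chosen only after the values had been seen.

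The log2 fold changes of 23 genes of Tables S1 and S4 are compared here. None differed by more than the standard error in any of the 6 comparisons among complex nitrogen, pooled HMO, LNT and LNnT. Both sets of values in these 6 comparisons come from the same counts, so their closeness is not independent evidence. For NAG against complex nitrogen in UMA 272, 19 of 23 differed. The paper's value for nagB is 1.23, against 0.58 here. For gdhA the paper gives 0.90, against 0.50 here, for gltD 1.08 against 1.21, for gltB 0.91 against 0.69, for glnA1 1.58 against 1.30 and for glnA2 0.63 against 0.26. The paper's values for glnB, glnD, glnR and glnE are 1.97, 0.11, 0.0327 and 0.25, against 1.57, 0.36, 0.34 and -0.0427 here. The value here for glnE was 0.0341 without NAG replicate 1 and 0.0288 without complex nitrogen replicate 1. In the urease cluster, the paper's values for Blon_0105, Blon_0106, Blon_0107 and Blon_0108 are 4.01, 3.82, 3.37 and 4.14, against 3.09, 3.52, 3.03 and 3.17 here. For Blon_0109, Blon_0111, Blon_0112, Blon_0114 and Blon_0115 the paper gives 2.98, 2.32, 0.70, 0.88 and 1.38, against 2.23, 2.57, 1.93, 2.27 and 1.63. The other 4, amtP, Blon_0104, Blon_0110 and Blon_0113, did not differ by more than the error.

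Of the alternatives set before the data were examined, the value fell within the error of the paper's for gltD without NAG replicate 2 (1.20) or complex nitrogen replicate 1 (1.20), for gltB without complex nitrogen replicate 1 (0.80) and for Blon_0115 without complex nitrogen replicate 1 (1.54). For these 3 genes it did not under any other alternative, and for the other 16 genes under none. The alternatives were DESeq2 size factors in edgeR, the DESeq2 test, no filter on low counts, the replicate block, the R loci left out, all 10 UMA 272 libraries in one fit and each of the 4 libraries left out in turn.

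The paper states that nagB was upregulated on pooled HMO. The value here is -0.12 and not past the threshold, as is the value in the paper's Table S1, -0.08. The paper also reports qRT-PCR of nagB as verification, with pooled HMO among its conditions, and those values were not examined here. For nagB on LNT, LNnT and NAG, the increase was found here too. The paper places pooled HMO with complex nitrogen in the clustering of Figure S8A. Here complex nitrogen joined LNT and LNnT first, except with 1 minus the Pearson correlation and complete linkage, set beforehand, and with the distance between rows of the distance matrix, chosen after seeing the values, which gave the paper's grouping with both linkages, for log2 CPM and for the regularised log. The LNT and LNnT pair was found under every distance and linkage run, these included.

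The paper states that the urease cluster rose above a log2 fold change of 2 in all strains against complex nitrogen or L-cysteine. Here 12 of 12 genes passed 2 on LNT, 10 on LNnT and 8 on NAG in UMA 272, where the lowest were 2.06, 1.85 and 1.14, and all were past the threshold. In the authors' deposited table, 7, 10 and 12 of 12 genes are above 2 on NAG against complex nitrogen in UMA 272, UMA 299 and UMA 302, and 0, 0 and 12 against L-cysteine. The paper states a change above 2 for glnB in UMA 272, where the value here is 1.57. It states that amtP rose above 2 against complex nitrogen and L-cysteine in UMA 299 and UMA 302, where the authors' deposited value against L-cysteine is 0.81 in UMA 299.

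The paper states that isocitrate dehydrogenase was upregulated on HMO nitrogen. In the RNA counts, icdA rose on pooled HMO (0.35) and NAG (1.56) and did not pass the threshold on LNT (0.01) or LNnT (-0.20). The paper also lists more of this protein on NAG against complex nitrogen (log2 fold change 3.33), a comparison that holds no HMO. Without pooled HMO replicate 2, the call of icdA on pooled HMO was lost (0.19).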

Other observations

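The tests of explanations in this part, and the limits behind them, were chosen only after the results had been seen. The test of the urease genes was first made on a division of the genes by their own values and was then replaced by the spread over all 12. The limits for loci near 0 were set after the counts had been looked at, and a looser limit tried first gave more loci.

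The 12 urease cluster genes responded unequally in UMA 272, on pooled HMO and on the other nitrogen sources. The SD of their log2 fold changes was 0.848 on pooled HMO, 0.767 on NAG, 0.519 on LNT and 0.532 on LNnT, against median standard errors of 0.164, 0.152, 0.142 and 0.143. Whether the SD differs between nitrogen sources was not tested, and the tests that follow are for pooled HMO. An SD of that size is one that a factor common to all genes of a library cannot produce. The SD on pooled HMO was 5.17 times the median standard error, so counting noise at low counts is too small to account for it. With 1 library left out, the SD was at least 0.770, so no single library carries it. An unequal response of the genes of the cluster to a change of nitrogen source, which need not be particular to pooled HMO, is a possible explanation, found and tested on the same data. Reads shared with other genes were not tested, since no genome sequence was at hand.

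The NAG against complex nitrogen changes of UMA 272 were unlike those in the authors' deposited table. DESeq2 on the same 4 libraries had a Pearson correlation of 0.508 with the authors' values over loci, which are not independent replicates, whereas it was 1.0 for each of the 6 other comparisons. The test and scaling therefore do not account for it. The difference of the edgeR values from the authors' had an SD of 1.12 over loci, and of 986 loci the authors call, 763 were called by edgeR and 684 by DESeq2. Other complex nitrogen libraries in the authors' comparison are a candidate explanation that cannot be told apart from other differences in processing, because no other such libraries were analysed here.

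Loci with at most 2 counts in both libraries of a strain, among 1998 with at least 50 in both UMA 272 NAG libraries, numbered 331 in UMA 299 (16.6%) and 316 in UMA 302 (15.8%), with 230 shared. Sequencing depth is too high to account for them, since at the UMA 272 level the lowest expected count would be 28.7 in UMA 299 and 28.8 in UMA 302. Of these loci, 300 in UMA 299 and 255 in UMA 302 have no value for the strain in the authors' deposited table, whose comparisons also include complex nitrogen and L-cysteine, and 0 of the 615 and 575 loci that the table leaves without a value in these strains had counts here, so silence on NAG alone is unlikely to be their explanation. For the other 31 and 61 loci it cannot be told apart, because no other libraries of these strains were analysed. Neighbouring locus numbers were both near 0 at 206 places in UMA 299 and 181 in UMA 302, where the highest of 1000 random sets gave 66 and 61. That is consistent with stretches of the reference genome absent or diverged in these strains, though operons switched off together could give it as well, and loci silent under every nitrogen source stay open. The longest shared stretch ran from Blon_1530 to Blon_1546, 17 loci. Among Table S5 genes, Blon_2416 had at least 673 counts in UMA 272 and 0 in UMA 299, and Blon_0459 at least 54 and at most 1. Of the Table S2 loci, Blon_0053, Blon_0375 and Blon_0640 were near 0 in UMA 299 and none in UMA 302.

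Loci with an R in the identifier held on average 5.46% of counts on LNT, 6.17% on LNnT, 10.9% on pooled HMO and 13.3% on complex nitrogen. On NAG they held 13.5% in UMA 272, 29.8% in UMA 299 and 29.8% in UMA 302.

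The reference gene Blon_0393 of the qRT-PCR changed in the RNA counts by 0.03 on pooled HMO, -0.42 on LNT, -0.36 on LNnT and 0.27 on NAG. The authors' deposited table gives -0.35 on NAG, of the opposite sign and not past the threshold. Over all alternatives it changed by 0.01 to 0.07, -0.50 to -0.37, -0.38 to -0.36 and 0.21 to 0.32. The call on NAG was lost without NAG replicate 2 (0.21), complex nitrogen replicate 1 (0.28) or complex nitrogen replicate 2 (0.27).

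Of the other regulator genes in Table S1, glnR changed by 1.26 on pooled HMO, 0.56 on LNT, 0.51 on LNnT and 0.34 on NAG, the last not past the threshold without NAG replicate 2 (0.27). glnE fell by 1.21 on pooled HMO and by 0.24 on LNT, the latter not past the threshold without LNT replicate 2 (-0.16). glnD changed by -0.14 on pooled HMO, 0.32 on LNT and 0.30 on LNnT. On LNT its call was lost with DESeq2 and without LNT replicate 1 (0.22), and on LNnT with DESeq2 and without complex nitrogen replicate 2 (0.27) or LNnT replicate 1 (0.27).

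The other 24 genes of Table S5 were 11 higher and 8 lower on pooled HMO, 13 higher and 7 lower on LNT, 13 higher and 7 lower on LNnT, and 14 higher and 5 lower on NAG. Those past the threshold with an absolute log2 fold change above 1 were, on pooled HMO, Blon_2334 (-1.78), Blon_2416 (-3.09), Blon_0732 (1.71), Blon_2321 (1.19), Blon_0079 (2.93) and Blon_0546 (2.04). On LNT they were Blon_0644 (1.48), Blon_2254 (1.71) and Blon_0546 (1.18), and on LNnT Blon_0644 (1.59), Blon_1722 (-1.01) and Blon_2254 (1.64). On NAG they were Blon_2334 (-1.42), Blon_2416 (-1.51), Blon_0459 (-2.14), Blon_0732 (1.17), Blon_0594 (1.17) and Blon_0079 (1.61). All of these calls held under every alternative run.

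Among loci with at least 50 CPM in the higher group, most of which the files do not pair with names, the largest increases on LNT were in Blon_0152 (4.11) and Blon_0106 (3.66) and the largest decreases in Blon_2192 (-6.16) and Blon_1926 (-5.11). On LNnT, the largest increases were in Blon_0106 (3.42) and Blon_1666 (3.39) and the largest decreases in Blon_2192 (-7.44) and Blon_1926 (-5.96). On NAG, Blon_1970 went from 0.756 to 242 CPM, too few counts on complex nitrogen for a fold change, and Blon_1966 rose by 6.37, while Blon_0599 fell by 7.47 and Blon_2192 fell by 6.82.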
